# Transcriptome analysis indicates dominant effects on ribosome and mitochondrial function of a premature termination codon mutation in the zebrafish gene *psen2*

**DOI:** 10.1371/journal.pone.0232559

**Published:** 2020-07-13

**Authors:** Haowei Jiang, Stephen Martin Pederson, Morgan Newman, Yang Dong, Karissa Barthelson, Michael Lardelli

## Abstract

*PRESENILIN 2* (*PSEN2*) is one of the genes mutated in early onset familial Alzheimer’s disease (EOfAD). *PSEN2* shares significant amino acid sequence identity with another EOfAD-related gene *PRESENILIN 1* (*PSEN1*), and partial functional redundancy is seen between these two genes. However, the complete range of functions of *PSEN1* and *PSEN2* is not yet understood. In this study, we performed targeted mutagenesis of the zebrafish *psen2* gene to generate a premature termination codon close downstream of the translation start with the intention of creating a null mutation. Homozygotes for this mutation, *psen2*^*S4Ter*^, are viable and fertile, and adults do not show any gross *psen2*-dependent pigmentation defects, arguing against significant loss of γ-secretase activity. Also, assessment of the numbers of Dorsal Longitudinal Ascending (DoLA) interneurons that are responsive to *psen2* but not *psen1* activity during embryogenesis did not reveal decreased *psen2* function. Transcripts containing the *S4Ter* mutation show no evidence of destabilization by nonsense-mediated decay. Forced expression in zebrafish embryos of fusions of *psen2*^*S4Ter*^ 5’ mRNA sequences with sequence encoding enhanced green fluorescent protein (EGFP) indicated that the *psen2*^*S4Ter*^ mutation permits utilization of cryptic, novel downstream translation start codons. These likely initiate translation of N-terminally truncated Psen2 proteins lacking late endosomal/lysosomal localization sequences and that obey the “reading frame preservation rule” of *PRESENILIN* EOfAD mutations. Transcriptome analysis of entire brains from a 6-month-old family of wild type, heterozygous and homozygous *psen2*^*S4Ter*^ female siblings revealed profoundly dominant effects on gene expression likely indicating changes in ribosomal, mitochondrial, and anion transport functions.

## Introduction

*PRESENILIN 2* (*PSEN2*) was first identified as a candidate locus for mutations causing familial Alzheimer’s disease (AD) with early onset (EOfAD) when a point mutation resulting in the substitution of an isoleucine residue for an asparagine residue (N141I) was found in a Volga German AD family in 1995 [1]. *PSEN2* is similar in structure to the major EOfAD gene *PRESENILIN 1* (*PSEN1*) and the two genes encode proteins with 62% amino acid sequence identity [2]. The age of onset of Alzheimer’s disease (AD) caused by mutations in *PSEN2* ranges from 39 to 75 years, which overlaps both with *PSEN1* EOfAD-associated mutation disease onset ages and with late onset, sporadic AD [3]. The later mean onset age of AD caused by *PSEN2* mutations compared to mutations in *PSEN1* is still unexplained, but some studies suggest that it may be caused by the partial replacement of *PSEN2* function by *PSEN1* [4]. However, the functions of *PSEN1* and *PSEN2* have not yet been determined comprehensively. Moreover, despite the partial functional redundancy between *PSEN1* and *PSEN2*, *in vitro* studies have shown that the protein products of the two genes also play divergent roles in cellular physiology ([5, 6] and reviewed in [7]).

Both PSEN1 and PSEN2 proteins are components of γ-secretase complexes. The absence of PSEN1 is thought to reduce γ-secretase activity in mammalian cells [8, 9], while the absence of both PSEN1 and PSEN2 is thought to eliminate it completely [10, 11] although some data does not agree with this (reviewed in Jayne et al. [12]). In mice, the loss of Psen1 causes premature differentiation of neural progenitor cells (NPC) and inhibition of Notch signaling leading to skeletal defects [13], and, ultimately, perinatal lethality [14]. Mouse embryos lacking both Psen1 and Psen2 activity are more severely affected, showing earlier lethality and a developmental phenotype similar to loss of Notch1 activity [15, 16]. However, by itself, the absence of Psen2 activity in mice does not appear to affect development significantly [17]. In zebrafish, the inhibition of either Psen1 or Psen2 translation caused decreased melanocyte numbers in trunk and tail and other effects of decreased Notch signaling indicating a possibly greater role in Notch signaling for Psen2 protein in zebrafish compared to in mammals [18]. Inhibition of Psen2 translation also led to increased Dorsal Longitudinal Ascending (DoLA) interneuron number, while inhibition of Psen1 translation showed no effect on this neuronal cell type [18].

Although mammalian *Psen1* and *Psen2* show compensatory regulation with forced down-regulation of one causing up-regulation of the other [19, 20], only *Psen2* down-regulation causes markedly decreased γ-secretase activity in the microglial cells of mice. The inhibition of γ-secretase activity caused by forced down-regulation of *Psen2* led to exaggerated proinflammatory cytokine release from microglia, indicating that *Psen2* plays an important role in central nervous system innate immunity [20]. Furthermore, a negative regulator of monocyte pro-inflammatory response, miR146, was found to be constitutively down-regulated in the microglia of a *Psen2* knockout mouse strain, supporting that *Psen2* dysfunction may be involved in neurodegeneration through its impacts on the pro-inflammatory behavior of microglia [21]. Also, *Psen2* (but not *Psen1*) knockout mice show reduced responsiveness to lipopolysaccharide as well as decreased expression of nuclear factor kappa-light-chain-enhancer of activated B cells (NF-kappaB), reduced mitogen-activated protein kinase (MAPK) activity and reduced pro-inflammatory cytokine production. This indicates that *Psen2* has a specific function(s) in innate immunity independent of *Psen1* [22].

The particular role of mammalian PSEN2 protein in inflammation is consistent with its restricted localization to the mitochondrial associated membranes (MAM) of the endoplasmic reticulum (ER) [23]. MAM formation has been shown to influence inflammatory responses, is the site of autophagosome initiation, and plays a major role in regulating mitochondrial activity (reviewed in Marchi et al. [24]).

Considerable evidence supports roles for PRESENILIN proteins in the function of mitochondria [25], which are central to energy production in cells and to other cellular processes affected in AD such as apoptosis, reactive oxygen species production, and calcium homeostasis [26]. In human cell lines, it has been reported that PSEN2, but not PSEN1, modulates the shuttling of Ca^2+^ between the ER and mitochondria since mitochondrial Ca^2+^ dynamics are reduced by PSEN2 down-regulation and enhanced by the expression of mutant forms of PSEN2 [27]. In mouse cell lines, deficiency of *Psen2* led to reduced expression of subunits responsible for mitochondrial oxidative phosphorylation with altered morphology of the mitochondrial cristae, as well as an increase in glycolytic flux. This indicated that absence of Psen2 protein causes an impairment in respiratory capacity with a corresponding increase in glycolytic flux to support cells’ energy needs [28].

Despite the identification of hundreds of different EOfAD mutations in human *PSEN1* and *PSEN2*, none of these appear to remove all gene function (i.e. none are null mutations) [12]. All *PRESENILIN* EOfAD mutations follow the “reading frame preservation rule” meaning that they all produce at least one transcript variant containing an open reading frame (ORF) termined by the original (non-mutant) stop codon [12].

As part of an effort using zebrafish to identify the specific cellular changes caused by EOfAD-like mutations in these genes, we wished to examine null mutations so that their effects could be excluded from consideration. In this paper we describe an unsuccessful attempt to generate a null mutation of the zebrafish orthologue of the human *PSEN2* gene, *psen2*, by introduction of a premature termination codon downstream of the asssumed translation start codon. Unexpectedly, the mutation appears to force utilization of downsteam methionine codons for translation initiation. This generates N-terminally truncated proteins that act dominantly in an EOfAD-like manner.

## Materials and methods

### Animal ethics

All experiments using zebrafish were conducted under the auspices of the Animal Ethics Committee of the University of Adelaide. Permits S-2014-108 and S-2017-073.

### sgRNA design and synthesis

The target sequence of Ps2Ex3 sgRNA is 5’-CAGACAGTGAAGAGGAC *TCC*-3’. This target sequence was cloned into the plasmid pDR274 (Addgene plasmid # 42250) [29]. The Ps2Ex3 pDR274 plasmid was linearized with *HindIII-HF* ^®^ (NEB, Ipswich, Massachusetts, USA, R3104S), and then used as a template for synthesis of Ps2Ex3 sgRNA with the MAXIscript™ T7 Transcription Kit (Ambion, Inc, Foster City, California, USA, AM1312).

### Injection of zebrafish embryos

Ps2Ex3 sgRNA (90 ng/μL final concentration) was mixed with Cas9 nuclease (Invitrogen, Carlsbad, California, USA, B25640), and then incubated at 37°C for 15 min to maximize cleavage efficiency after injection. Tübingen strain wild type zebrafish embryos were generated by mass mating and injected at the one-cell stage with 5–10 nL of this mixture. The injected embryos were subsequently raised for mutation screening.

### Mutation detection in G0 injected embryos using T7 Endonuclease I

Mutation detection was based on the T7 Endonuclease I assay [30]. Since mismatches, small insertions or deletions generated through non-homologous end joining (NHEJ) result in failure of base-pairing in heteroduplexes at mutation sites, T7 Endonuclease I is able to recognize and cleave at the sites of these mutations.

To test whether the CRISPR/Cas9 system had functioned in the injected G0 embryos, 10 embryos were randomly selected from each injected batch and pooled together for genomic DNA extraction at ~24 hours post fertilization (hpf). To extract the genomic DNA, these 10 embryos were placed in 100 μL of 50 mM NaOH and then heated to 95°C for 15 min, and then 1/10th volume of 1 M Tris-HCl, pH 8.0 was added to each sample to neutralize the basic solution after cooling to 4°C [31]. A pair of primers (5’- AGGCCACATCACGATACAC -3’ and 5’-TGACCCGTTTGCTGTCTG-3’) binding to the flanking regions of the intended cleavage site was designed to amplify the test region (~472 bp) through PCR. The PCR conditions for this amplification reaction were 95°C, 2 min; 31 cycles of [95°C, 30 s; 58°C, 30 s; 72°C, 30 s]; then 72°C, 5 min. The PCR products were purified using the Wizard® SV Gel and PCR Clean-Up System (Promega, Wisconsin, USA, A9281) and annealed (denaturation at 95°C for 5 min and then slow cooling of the samples at the rate of -2°C/sec from 95°C to 85°C and then -0.1°C/sec from 85°C to 25°C for annealing of heteroduplexes) before addition of T7 Endonuclease I (NEB, Ipswich, Massachusetts, USA, M0302S). Heteroduplexes containing small mutations at the intended site should be cleaved into two fragments, ~313 bp (upstream) and ~159 bp (downstream).

When the T7 Endonuclease I assay on injected G0 embryos showed the presence of mutation at the target site, the remaining embryos from the same injection batch were raised for further mutation screening and breeding.

### Mutation detection in adult G0 and F1 fish using T7 Endonuclease I and Sanger sequencing

When a G0 injected fish had grown to sufficient size (>2 cm in length, 2 to 3 months old), the tip of its tail (~2 mm in length) was biopsied (clipped) under Tricaine (1.68μg/mL) anesthesia for genomic DNA extraction. The clipped tail was placed in 100 μL of 50 mM NaOH and then heated to 95°C for 15 min to extract genomic DNA. The sample was then cooled to 4°C, and a 1/10th volume of 1 M Tris-HCl, pH 8.0 was then added to each sample to neutralize the basic solution [31]. The same T7 Endonuclease I assay used previously for mutation detection in G0 embryos was then applied to the genomic DNA extracted from the G0 adult fish biopsy. However, since each G0 mutation-carrying fish was probably mosaic for several different mutations at the target site, each G0 fish was outbred to a wild type Tübingen fish, to produce F1 progeny, some of which could be heterozygous for single mutations. The F1 fish were biopsied and screened using the T7 Endonuclease I assay when large enough. For F1 fish found to carry mutations, the PCR-amplified fragments were sent to the Australian Genome Research Facility (AGRF, North Melbourne, VIC, Australia) for **S**anger sequencing to identify the mutations.

An 8-bp deletion resulting in a frameshift downstream of the start codon of *psen2*, *psen2*^*S4Ter*^ (Fig 1), was identified. PCR primers specifically detecting this mutation were designed (*psen2*^*S4Ter*^ forward primer: 5’-TTCATGAATACCTGAAGAGG-3’, wild type forward primer: 5’- TTCATGAATACCTCAGACAGTG-3’, and reverse primer: 5’-GAACAGAGAATGTACTGGCAGC-3’) for further screening. The PCR conditions for *psen2*^*S4Ter*^ mutant detection are 95°C, 2 min; 31 cycles of [95°C, 30 s; 55°C, 30 s; and then 72°C, 30 s]; 72°C, 5 min. The length of PCR products is ~230 bp. The PCR conditions for wild type-specific detection are 95°C, 2 min; 31 cycles of [95°C, 30 s; 60°C, 30 s; and 72°C 30 s]; 72°C, 5 min and the anticipated length of the PCR products is ~230 bp.

**Fig 1:**
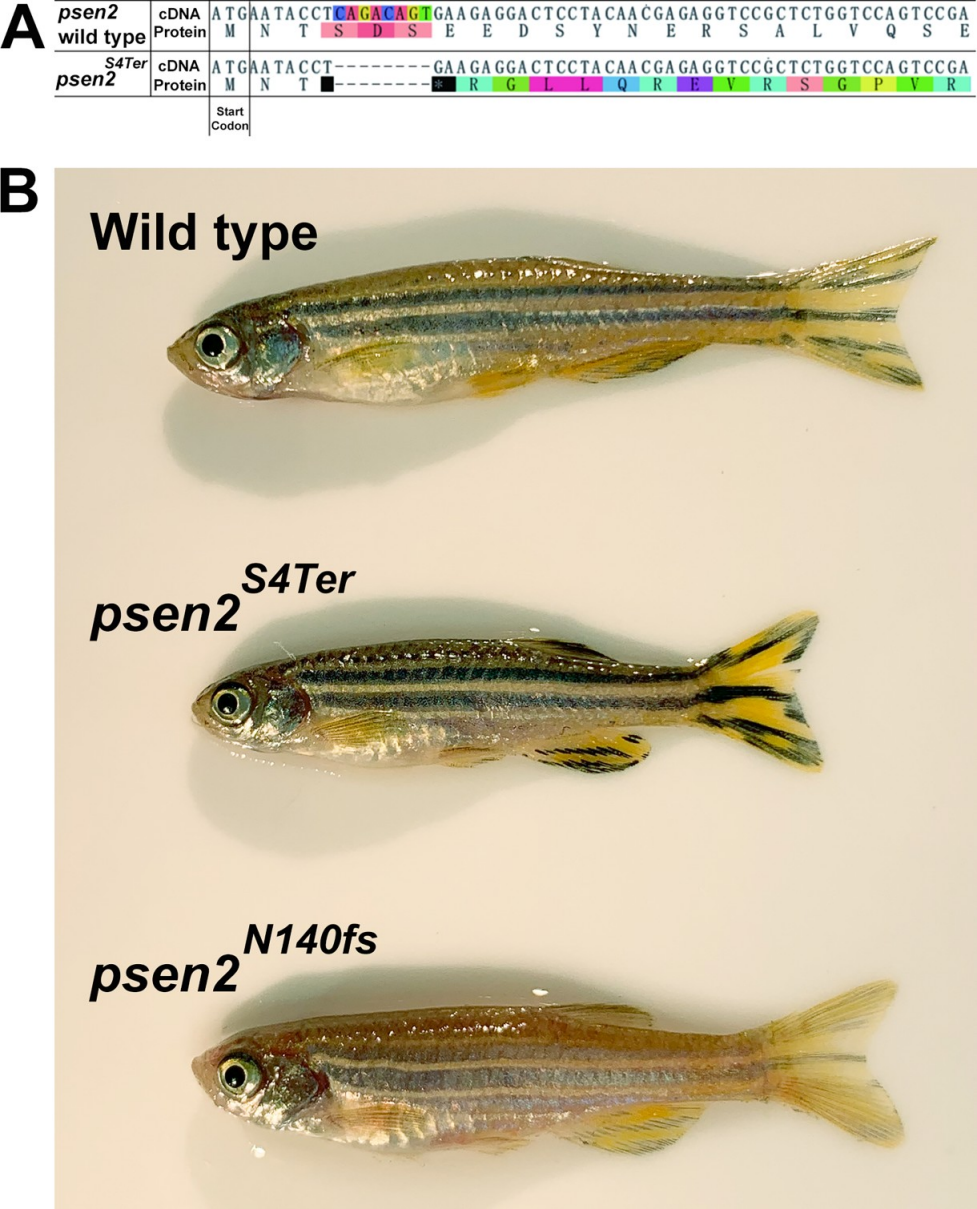
Predicted protein sequence of *psen2*^*S4Ter*^. **(A)** An 8-bp deletion resulted in a frameshift downstream of the nominal translation start codon of *psen2* creating a stop codon as the 4^th^ codon. **(B)** Comparison of the epidermal pigmentation of adult, male zebrafish. Wild type (upper), *psen2*^*S4Ter*^ homozygous (middle), and *psen2*^*N140fs*^ homozygous (lower) zebrafish. The *S4Ter* mutation permits apparently normal melanotic epidermal pigmentation while the *N140fs* mutation does not.

### Breeding of *psen2*^*S4Ter*^ mutant fish

The initial F1 fish carrying the *psen2*^*S4Ter*^ mutation was outbred to a wild type fish to generate a population of F2 progeny that was 50% heterozygous mutants and 50% wild type fish. Two F2 heterozygous mutant fish were then inbred to generate a family of F3 fish consisting of (theoretically) 50% heterozygous mutants, 25% homozygous mutants and 25% wild type fish. This F3 family was raised to six months of age before brain removal and total brain RNA extraction for RNA-seq and other analyses.

### Total RNA extraction from 6-month-old zebrafish brains

Individual fish were genotyped using PCR. Fish of the desired genotype were then selected and euthanized by sudden immersion in an ice water slurry for at least 30 seconds before immediate decapitation. The entire brain was then removed from the cranium for extraction of total RNA for either digital quantitative PCR (dqPCR) on cDNA or RNA-seq (below).

For dqPCR tests, six wild type, six heterozygous and six homozygous fish from the F3 family were selected. Three of each genotype were then exposed to acute hypoxia (dissolved oxygen content of the water was ~1.0 mg/L) for ~2.5 h, while the remaining three of each genotype were exposed to normoxia. Fish were then euthanized and brains removed (as above) for total RNA was extracted using the RNeasy Mini Kit (QIAGEN, Venlo, Netherlands, 74104). cDNA was synthesised from brain RNAs using the SuperScript™ III First-Strand Synthesis System (Invitrogen, Carlsbad, California, USA, 18080051) with Random Primers (Promega, Madison, Wisconsin, USA, C1181).

For RNA-seq, four wild type, four *psen2*^*S4Ter*^ heterozygous and four *psen2*^*S4Ter*^ homozygous mutant brains (all from female fish) were extracted from the same family. Total RNA from these brains was extracted using the *mir*Vana™ miRNA Isolation Kit (Ambion, Inc, Foster City, California, USA, AM1560). RNA samples were sent to the Australian Cancer Research Foundation (ACRF) Cancer Genomics Facility, Adelaide SA, Australia for sequencing.

### Allele specific transcript expression analysis by dqPCR

Primers for dqPCR, including a reverse primer specifically detecting the wild type allele (5’-TCGTTGTAGGAGTCCTCTTCACTG-3’), a reverse primer specifically detecting the *psen2*^*S4Ter*^ allele (5’-TCGTTGTAGGAGTCCTCTTCAGG-3’) and a common forward primer (5’-TTCCTCACTGAATTGGCGATG-3’), were designed for allele specific expression analysis of the F3 family using the QuantStudio™ 3D Digital PCR System (Life Sciences, Waltham, MA, USA) with the QuantStudio™ 3D Digital PCR 20K Chip Kit v2 and Master Mix (Life Sciences, Waltham, MA, USA, A26317) and SYBR™ Green I Nucleic Acid Gel Stain (Life Sciences, Waltham, MA, USA, S7563). The dqPCR conditions for assays of mutant allele or wild type allele expression were 96°C, 10 min; 49 cycles of [62°C, 2 min; 98°C, 30 s]; 62°C, 2 min. The lengths of the anticipated PCR products are ~130 bp. 25 ng of total cDNA (Stated cDNA concentrations are based on measured concentrations of RNA under the assumption that subsequent reverse transcription is completely efficient.) from a sample was loaded into one chip for the dqPCR. The chips were read using QuantStudio™ 3D AnalysisSuite Cloud Software (Life Sciences, Waltham, MA, USA).

### Testing for aberrant *psen2* transcript splicing due to the *S4Ter* mutation

Fifteen 24-hour-old zebrafish embryos were collected into one tube. Total RNA was extracted using the QIAGEN RNeasy mini Kit (QIAGEN, Hilden, Germany). 400ng of total RNA from each brain was then used to synthesize 20μL of first-strand cDNA by reverse transcription (SuperScript III kit, Invitrogen, Camarillo, California, USA). 40ng of each cDNA preparation (a quantity calculated from the RNA concentration on the assumption that reverse transcription of RNA into cDNA was complete) was used to perform PCR using GoTaq® DNA polymerase (Promega, Madison, USA). Each 25μL PCR reaction contained 0.2mM of deoxyribonucleotide triphosphates (dNTPs), 0.4μM of each PCR primer, 1 unit of GoTaq® DNA polymerase and 40ng of zebrafish embryo cDNA template. PCR cycling was performed with 35 cycles of a denaturation temperature of 95°C for 30s, then an annealing temperature of 60°C for 45s and then an extension temperature of 72°C for 1.5 minutes. PCR products were electrophoresed through a 1.5% agarose gel in 1×TAE buffer for separation and identification. **PCR primers:** 5’UTR_F: 5’-TTTTGACGGAGTATTTTCGCAT-3’, Exon3_F: 5’-CTCTTCATCCCTGTCACGCTCT-3’, Exon3_R: 5’-CTCGGTGTAGAAACTGACGGACTT-3’, Exon7_R: 5’-TTCCACCAGCATCCTCAACG-3’.

### Construction of the *psen2* EGFP fusion expression vectors

DNA sequence corresponding to the 5’UTR and the first 113 codons of the *psen2* gene fused to sequence encoding the N-terminal end of EGFP (but excluding EGFP’s translation start codon) was synthesized by Integrated DNA Technologies Inc. Coralville, Iowa, USA) and ligated into the pcGlobin2 vector between the *BamH* I and *EcoR* I restriction sites to construct expression vector psen2WT-EGFP. The same procedure was followed to construct expression vector psen2S4Ter-EGFP that is identical to psen2WT-EGFP except that psen2S4Ter-EGFP lacks the 8 nucleotides deleted in the *psen2*^*S4Ter*^ mutant allele (i.e. 5’- CAGACAGT -3’). The complete sequences of these fusion genes are given in S1 Appendix in S1 File.

### *In-vitro* mRNA transcription and microinjection

The psen2WT-EGFP and psen2S4Ter-EGFP expression vector constructs were restricted with *Xba*I before transcription using the mMessage mMachine T7 kit (Thermo Fisher Scientific Inc, Waltham, Massachusetts, USA) to generate mRNA. All mRNAs were precipitated with LiCl and then redissolved in water for injection of 2–5 nL at a concentration of 400 ng/μL. No obvious developmental abnormalities were seen after injection of these mRNAs into zebrafish embryos. At ~24 hpf, both the psen2WT-EGFP mRNA-injected and the psen2S4Ter-EGFP mRNA-injected embryos showed weak EGFP fluorescence (as visualized by fluorescence microscopy). For mRNA-injected and non-injected embryos (as negative controls) 15 embryos were collected for subsequent western immunoblot analysis.

### Western immunoblot analyses

Embryos at 24 hpf were first dechorionated and their yolks were removed in embryo medium containing Tricaine methanesulfonate. Embryos were then placed in RIPA extraction buffer (Sigma-Aldrich Corp. St. Louis, Missouri, USA) containing Complete Proteinase Inhibitor (Sigma-Aldrich), homogenized and incubated at 4°C (with rotation). Cell debris was sedimented from the protein sample by centrifugation at 16,000 x g for 30 seconds, LDS sample buffer (Invitrogen) was added to the supernatant, the protein sample was heated at 80°C for 20 minutes and then stored at -80°C. Sample Reducing Agent (Thermo Fisher Scientific) was added to samples prior to being loaded onto NuPAGE™ 4–12% Bis-Tris Protein Gels (Invitrogen). The separated proteins were subsequently transferred to a PVDF membrane (Bio-Rad Laboratories, Hercules, California, USA) using the Mini Gel Tank and Blot Module Set (Thermo Fisher Scientific). For EGFP protein detection, the PVDF membrane was blocked with blocking reagent (Roche Holding AG, Basel, Switzerland) and then probed with the primary antibody, polyclonal anti-GFP goat (Rockland Immunochemicals Inc., Gilbertsville, Pennsylvania, USA), followed by secondary antibody, horseradish peroxidase (HRP) conjugated anti-goat antibody (Rockland). For subsequent beta-tubulin (protein loading control) detection, the PVDF membrane was blocked in 5% skim milk and then probed with the primary antibody, monoclonal beta-tubulin (E7, DSHB) followed by secondary antibody, horseradish peroxidase conjugated anti-mouse antibody (Rockland). Bound antibody was detected by chemiluminescence using SuperSignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific) and imaged by the ChemiDoc™ MP Imaging System (Bio-Rad Laboratories).

### RNA-seq data generation and quality control

Paired-end (2x150bp) RNA-seq libraries were provided by the ACRF Cancer Genomics Facility. Briefly, RNA samples were depleted for rRNA using the methods of Adiconis [32] and sequences derived from mammalian rRNA, before being prepared using the KAPA Hyper RNA Library Prep kit (Roche Holding AG), and sequenced on an Illumina NextSeq 500 (Illumina, San Diego, California, USA). Libraries were generated for *n = 4* samples from each of the genotypes: wild type (WT, *psen2*^*+/+*^), heterozygous (Het, *psen2*^*S4Ter*^*/+*) and homozygous (Hom, *psen2*^*S4Ter*^*/psen2*^*S4Ter*^), ranging in size from 27,979,654 to 37,144,975 reads. Libraries were trimmed using cutadapt v1.14 to remove Illumina Adapter sequences. Bases with a PHRED score < 30 were also removed along with NextSeq-induced polyG runs. Reads shorter than 35bp after trimming were discarded. Trimmed reads were aligned to GRCz11 using STAR v2.7.0 [33], and gene descriptions based on Ensembl release 98. For the purposes of genotype confirmation, trimmed reads were additionally aligned using kallisto v0.43.1 [34] to a modified version of the Ensembl transcriptome, where the sequence for the *psen2*^*S4Ter*^ allele was additionally included. RNA-seq data has been deposited in the Gene Expression Omnibus database (GEO) under Accession Number GSE148468.

### Differentially expressed gene analysis of RNA-seq data

Unique alignments corresponding to strictly exonic regions from gene models in Ensembl release 98 were counted using featureCounts from the Subread package v1.5.2 [35], giving total counts per sample which ranged between 11,852,141 and 16,997,219. 

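The deposited table lists 32057 genes, of which 25859 had at least 1 count in the 12 brains. With CPM computed from all counts of a fish, 16023 genes passed 1.5 CPM in at least 4 fish. The table gives no biotypes, so rRNA genes were located by the order of genes along the chromosomes, using a list of the genes of assembly GRCz12tu. This placed 31 rRNA genes, 2 on the mitochondrial genome and 29 elsewhere. Only the 2 mitochondrial rRNA genes passed the CPM threshold, and leaving them out gave 16021 genes for testing. When CPM was computed after the rRNA counts were left out, 16910 genes passed the same threshold.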

Genes with counts per million (CPM) > 1.5 in at least four samples were retained, whilst genes whose biotype corresponded to any type of rRNA were additionally excluded, giving 16,640 genes for differential expression analysis. As GC bias was suspected, given variable rRNA depletion across samples, gene-level counts were normalized for GC and length bias using CQN [36], before estimating fold change using the GLM likelihood-ratio test in the R package edgeR [37]. Differential expression was determined for the presence of the mutant allele and the comparison between heterozygous and homozygous mutants. P-values from likelihood-ratio tests were adjusted using both the Benjamini-Hochberg FDR procedure, and the Bonferroni adjustment to provide two complementary viewpoints on the data. Genes were considered to be differentially expressed in the presence of a mutant allele if satisfying one of two criteria, either 1) a Bonferroni-adjusted p-value < 0.01, or 2) an FDR-adjusted p-value < 0.01 along with a logFC estimate beyond the range ±1. For the comparison between mutant genotypes, genes were considered to be exhibiting differential expression if obtaining an FDR-adjusted p-value < 0.05 in this comparison. Code for the complete analysis is available at https://uofabioinformaticshub.github.io/20170327_Psen2S4Ter_RNASeq/

### Genotype confirmation in RNA-seq data

Genotypes were confirmed for each RNA-seq sample using transcript-level counts for the *psen2* wild-type allele and the *psen2*^*S4Ter*^ allele. No expression of the WT allele was observed in any homozygous mutant, whilst no expression of the mutant allele was observed in homozygous WT samples. A ratio of approximately 1:1 between mutant and WT alleles was observed in all heterozygous mutant samples, as expected.

### Enrichment analysis

Enrichment testing was performed using Hallmark, KEGG and GO gene sets from the MSigDB database [38], with GO terms excluded if the shortest path back to the root node was < 3 steps. For the comparison between mutant and wild-type samples, enrichment analysis was performed on the set of 615 DE genes using goseq [39], setting gene-level correlation with sample-specific rRNA content as a covariate. For the comparison between mutant genotypes, the number of DE genes was considered to be too small for this type of analysis. An additional enrichment analysis on the complete data set was performed using fry on comparisons both between mutant and wild-type, and between mutant genotypes, as fry more appropriately handles inter-gene correlations than approaches like GSEA [40].

### *In situ* transcript hybridization analysis of DoLA neuron number

This was performed as previously described [41] on embryos from a pair mating of two *S4Ter* heterozygous mutants. After counting of DoLA neurons in an embryo, the embryo was subjected to DNA extraction as for the tail biopsies (above) and then its *psen2* genotype was determined by allele-specific PCRs.

## Results

### Generation of a putatively null mutation in zebrafish *psen2*

As part of a program analyzing the function of genes involved in familial Alzheimer’s disease, we wished to identify changes in the expression of genes in adult brains due to simple loss of *PSEN2* activity. We previously identified the *psen2* gene in zebrafish [42] and the ENSEMBL database (http://asia.ensembl.org) reports one *psen2* transcript (ENSDART00000006381.7) with 11 exons and the translation start codon residing in exon 2. Therefore, we used the CRISPR Cas9 system to generate a frameshift mutation just downstream of this transcript’s nominal translation start codon (intended to allow ribosomes to initiate translation but not translate Psen2 protein). 

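In the gene models that were counted, *psen2* has the identifier ENSDARG00000015540 and lies on the reverse strand of chromosome 1 of GRCz11, from 51048975 to 51062405. The models list 11 exons for it, which together cover 1840 bp. Its symbol was assigned by gene order, where it falls between *dpy30* on one side and *srd5a2a* and *jag1a* on the other.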

A frameshift mutation (a deletion of 8 nucleotides) starting in the 4^th^ codon and resulting in the creation of a translation termination codon was isolated (Fig 1A). The mutant allele is designated *psen2*^*S4Ter*^. As expected from our studies of a previous frameshift mutation in *psen2*, *N140fs*, zebrafish homozygous for the *S4Ter* mutation are viable and fertile. However, unexpectedly, unlike *N140fs*, the epidermal pigmentation pattern of *S4Ter* appears normal with normal melanotic striping (Fig 1B). This suggests that γ-secretase in the melanosomes of epidermal melanophores is sufficient for formation of melanin pigment.

### No decreased stability of mutant allele transcripts under normoxia or hypoxia

Premature termination codons in transcripts frequently cause nonsense-mediated decay (NMD) when located more than 50–55 nucleotides upstream of an exon-exon boundary [43]. Also, hypoxia appears to be an important element in AD [44, 45] and increases the expression of *PSEN* gene transcripts in both human and zebrafish cells [46, 47]. We have recently shown that mutations in zebrafish *psen1* accelerate age-dependent changes in responses to acute hypoxia [48]. Therefore, we sought to determine whether transcripts of the *psen2*^*S4Ter*^ allele are less stable than wild type transcripts and to observe the expression of mutant allele transcripts under acute hypoxia. We used dqPCR with allele-specific primer pairs to quantify relative transcript numbers in cDNA synthesized from the brains of 6-month-old wild type, heterozygous and homozygous mutant fish under normoxia or acute hypoxia (see Materials and Methods). The results of this analysis are shown in Fig 2. In heterozygous fish under normoxia, both wild type and mutant allele transcripts are expressed at similar levels in 6-month-old brains, with the wild type allele expressed at approximately half the level seen in wild type fish (i.e. that possess two wild type alleles). As expected, acute hypoxia increases the expression of the wild type transcript and this is also observed for the mutant transcript that shows no evidence of destabilization (Fig 2).

**Fig 2:**
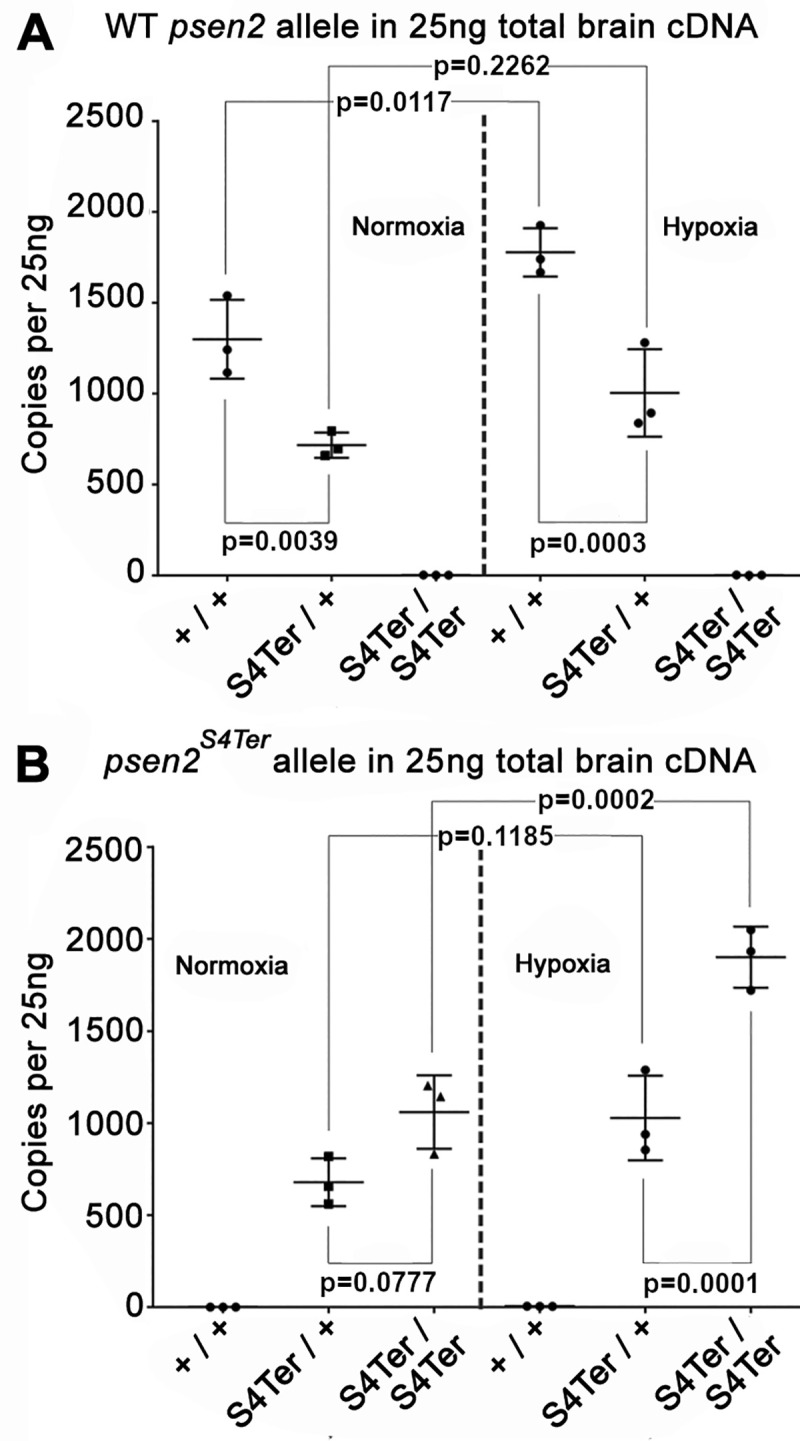
Allele-specific mRNA expression in the brains of 6-month-old fish of different genotypes under normoxia or acute hypoxia (as copies per 25 ng of brain cDNA in each dqPCR). **(A)** The levels of wild type *psen2* allele mRNA in the *psen2*^*S4Ter*^/+ fish (~700 copies) were significantly (p = 0.0039) lower than in their wild type siblings (~1,300 copies) under normoxia. Under hypoxia, the levels of wild type *psen2* allele mRNA in both the *psen2*^*S4Ter*^/+ fish (~1,000 copies) and their wild type siblings (~1,800 copies) were apparently up-regulated, but only the higher levels in the wild type fish showed a statistically significant increase (p = 0.0117) compared to the normoxic controls. **(B)** The levels of *psen2*^*S4Ter*^ allele mRNA in the *psen2*^*S4Ter*^/+ fish (~700 copies) appeared to be lower than in the *psen2*^*S4Ter*^/*psen2*^*S4Ter*^ fish (~1,000 copies) under normoxia. However, this comparison did not reach statistical significance (p = 0.0777). Under hypoxia, the levels of *psen2*^*S4Ter*^ allele mRNA in both the *psen2*^*S4Ter*^/+ fish (~1,000 copies) and the *psen2*^*S4Ter*^/*psen2*^*S4Ter*^ fish (~1,900 copies) were upregulated. This up-regulation in the *psen2*^*S4Ter*^/*psen2*^*S4Ter*^ fish was clearly significant (p = 0.0002), while that in the *psen2*^*S4Ter*^/+ fish was apparent, but not regarded as statistically significant (p = 0.1185). Data is shown as the mean ± SD. Values of p were determined by a two-way ANOVA followed by Tukey’s HSD test. The dqPCR raw data is given in S1 & S2 Tables in S1 File.

### No increase in DoLA neuron number in embryos homozygous for *S4Ter*

Currently, we do not have an antibody against zebrafish Psen2 protein that would allow us to demonstrate loss of Psen2 activity in homozygous mutants. Also concerning (as noted above) is that a frameshift allele of *psen2* that we described previously, *N140fs*, shows loss of surface melanotic pigmentation when homozygous, suggesting loss of γ-secretase activity [49] whereas homozygous *S4Ter* mutants do not. Therefore, we sought an alternative method to demonstrate loss of *psen2* function due to the *S4Ter* mutation.

Inhibition of *psen2* mRNA translation has been shown to increase the number of a particular spinal cord interneuron–the Dorsal Longitudinal Ascending (DoLA) neuron in zebrafish embryos at 24 hours post fertilization (hpf) [41]. Therefore, if *S4Ter* decreases *psen2* function, it might be expected to increase DoLA number (although, as an endogenous mutation rather than blockage of gene expression using a morpholino, *S4Ter* might induce genetic compensation to suppress this phenotype [50]). To examine the effect of *S4Ter* on DoLA number, we collected embryos from a pair-mating of two *psen2*^*S4Ter*^/+ fish to generate a family of embryos comprised, theoretically, of 50% heterozygous mutants, 25% homozygous mutants and 25% wild type genotypes. The embryos were allowed to develop to the 24 hpf stage before *in situ* transcript hybridization against transcripts of the gene *tbx16* that labels DoLA neurons [51]. After the number of DoLA neurons in each embryo had been recorded, each embryo was genotyped using PCRs specific for the mutant and wild type alleles. One-way ANOVA followed by Dunnett’s T3 multiple comparisons test found no significant differences in DoLA number between any two genotypes. This does not support that *S4Ter* reduces *psen2* activity (Fig 3). Nevertheless, transcriptome analysis (below) shows distinct differences between the brain transcriptomes of *S4Ter* mutant and wild type siblings.

**Fig 3:**
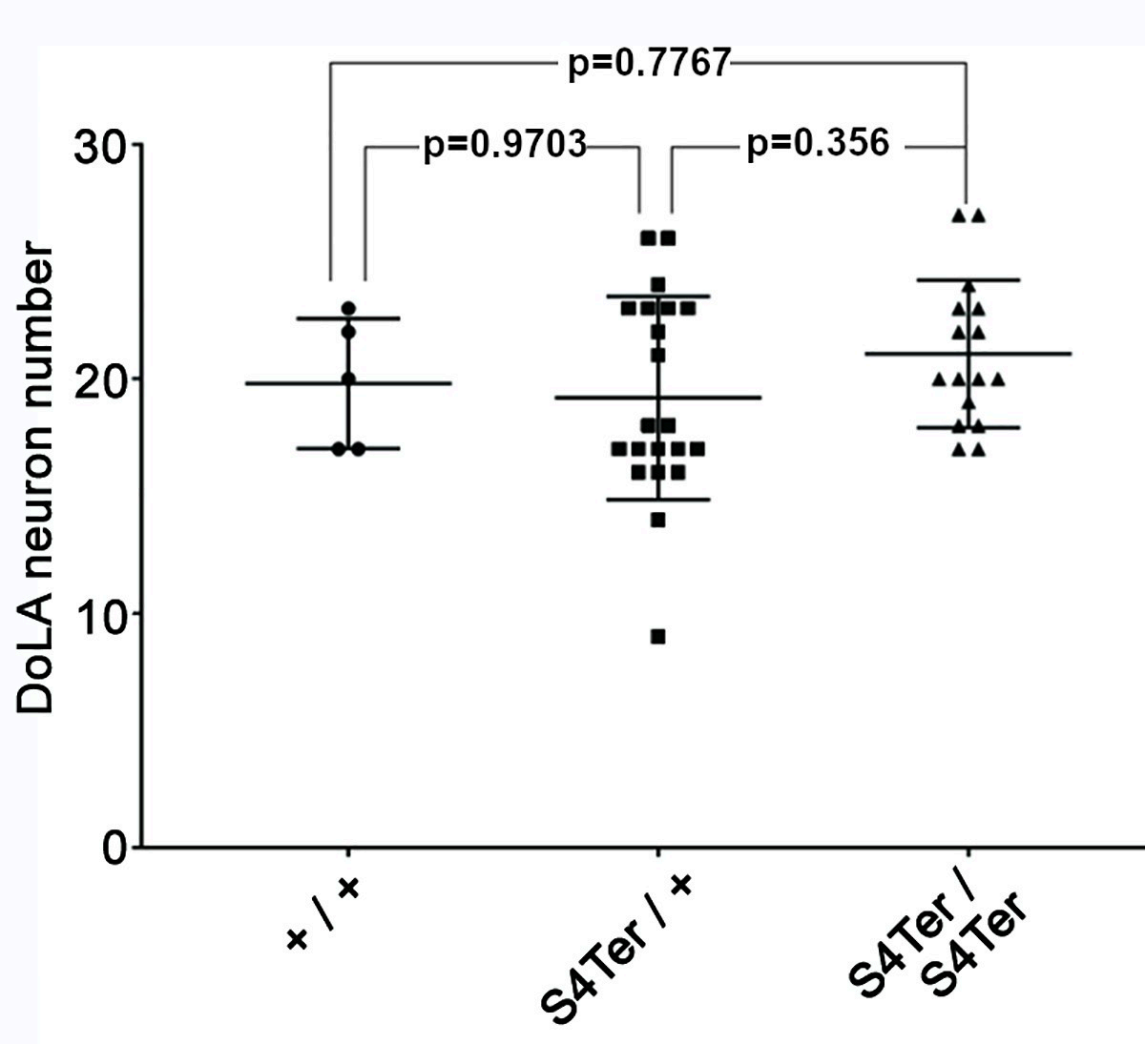
DoLA neuron number assessment of *psen2* activity. 42 embryos at 24 hpf from a pair-mating of a *psen2*^*S4Ter*^/+ female and a *psen2*^*S4Ter*^/+ male were subjected to *in situ* hybridization to detect DoLA neurons that were then counted. Subsequent genotyping of individual embryos revealed 21 heterozygous mutants, 16 homozygous mutants and 5 wild type embryos. Data is shown as the mean ± SD. Values of p were determined by a one-way ANOVA followed by Dunnett’s T3 multiple comparisons test. Raw data is given in S3 Table in S1 File.

### No apparent effects of the *S4Ter* mutation on transcript splicing

The retention of melanotic pigmentation and normal DoLA neuron number in *S4Ter* homozygous fish implied that this mutant allele still produces a functional protein. To understand how this might occur, we first checked to see whether the mutation influenced transcript splicing. The *psen2* translation initiation codon and the *S4Ter* mutation both exist in the second exon of the gene. To test for changes in transcript splicing, we generated cDNA using total RNA purified from wild type and *S4Ter* homozygous embryos at 24 hpf. We then performed PCR using primer pairs binding to sequences in exons 1 and 3, 3 and 7, and 1 and 7 (See Materials and Methods and S2 Appendix in S1 File). Each PCR amplified a single cDNA fragment of the expected size that was essentially identical between the wild type and mutant embryos. (Size differences due to the deletion of 8 nucleotides in the *S4Ter* mutant allele could not be resolved). Therefore, there is no evidence that the *S4Ter* mutation changes the splicing of nascent *psen2* transcripts.

### The *S4Ter* mutation allows downstream Met codons to initiate translation

The *S4Ter* mutation might still allow production of a functional protein if a downstream Met codon could act to initiate translation, and the resultant protein retained γ-secretase catalytic activity. Three Met codons exist in the N-terminal-encoding region of the *psen2* ORF (Fig 4A); codons 34, 88, and 97. Codon 34 exists in the cytosolic-coding region before the first transmembrane domain (TM1), while codon 88 codes for a Met residue near the cytosolic surface of TM1 and codon 97’s Met residue is deep within TM1. Since the transmembrane domains of PRESENILIN proteins show high sequence conservation during evolution, we assumed that a protein lacking TM1 could not function so that a functional Psen2 protein might only form if codon 34 or 88 (and remotely possibly 97) were used to initiate translation. Therefore, we fused the known 5’UTR sequences and the first 113 codons of the *psen2* ORF (that includes codons for all TM1 residues) to sequence coding for enhanced green fluorescent protein (EGFP, excluding the EGFP start codon) and incorporated this into the vector pcGlobin2 for synthesis of mRNA. Both wild type and *S4Ter*-mutant versions of this construct were produced (see Fig 4A). Synthetic mRNAs from these constructs were injected into zebrafish embryos at the 1-cell stage and western immunoblots of 24 hpf embryos were subsequently probed with an antibody detecting EGFP. This revealed the expected translation initiation from the wild type sequence predominantly at codon 1 (Fig 4B). However, in the presence of the *S4Ter* mutation, there was apparent translation initiation at codon 34 and at either one or both of codons 88 and 97 (although the western immunoblot lacked the resolution to distinguish which, Fig 4B). (Fluorescence in embryos from the EGFP fusion proteins of both constructs was observable but weak, data not shown.) Translation initiation may also have occurred at any of three other out-of-frame potential start codons (see black arrows in Fig 4C) but the protein products of these would not be observable using an antibody detecting EGFP. Therefore, it is highly likely that the *S4Ter* mutant allele produces one or more forms of N-terminally truncated Psen2 protein. Notably, all the putative truncated protein products would lack the N-terminal “acidic cluster” region defined by Sannerud et al. [52] as important for localization of, specifically, PSEN2-orthologous proteins to late endosomes and lysosomes (Fig 4C). Interestingly, the putative truncated Psen2 proteins caused by the *S4Ter* mutation would obey the reading frame preservation rule of the *PRESENILIN* EOfAD mutations and so might reasonably be expected to produce dominant, EOfAD-like effects on brain transcriptomes (see later and Discussion).

**Fig 4:**
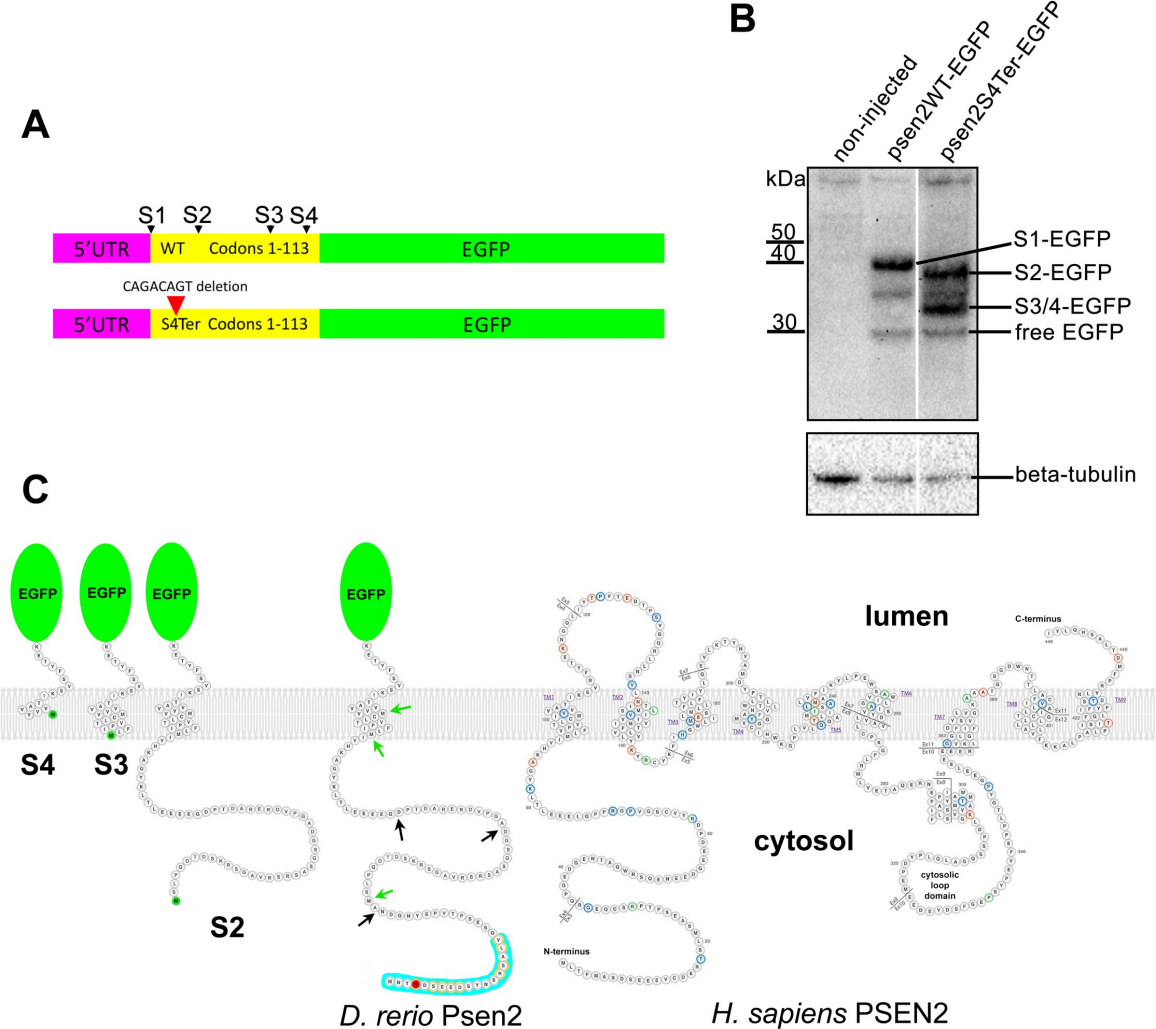
Testing for translation initiation at novel downstream start codons. **(A)** The constructs, psen2WT-EGFP (upper) and psen2S4Ter-EGFP (lower) used to test for translation initiation at Met codons downstream of the *S4Ter* mutation. S1 represents the wild type translation start site and S2-4 are potential downstream translation initiation sites within the first 113 codons. **(B)** Western immunoblotting of lysates from embryos injected with the constructs described in A. Translation initiation at S1 (S1-EGFP) does not permit initiation at S2-4. However, in the presence of the *S4Ter* mutation, initiation is evident at S2 (S2-EGFP) and either S3 or S4 or both (S3/4-EGFP). The identity of the low intensity ~35kDa protein band is not known but it may be a degradation product of larger fusion protein species. Free EGFP can be produced from EGFP fusion protein species in the lysosome [53, 54]. **(C)** A representation of the fusion proteins predicted to be produced after injection into embryos of psen2S4Ter-EGFP mRNA and translation initiation at S2, S3, or S4. Note that their representation here as inserting into a lipid bilayer cannot be assumed. Green arrows indicate the positions of downstream alternative possible in-frame start codons (Met codons) in the zebrafish Psen2-coding sequence (represented as a protein sequence). Black arrows indicate the approximate positions of out-of-frame possible alternative start codons. No proteins produced by translation from such out-of-frame start codons would be detectable with the anti-GFP antibody used in B. The S4 residue affected by the *S4Ter* mutation is shown in red. The “acidic cluster” of residues at the N-terminal of zebrafish Psen2 as defined in Fig 3A of Sannerud et al. [52] is indicated by the blue background and the residues shaded grey in the protein alignment in that figure are indicated here by orange halos. The zebrafish fusion proteins are shown alongside a representation of human PSEN2 protein modified from the interactive diagram at Alzforum.org (version 2.4–2019, used with permission of FBRI LLC). Amino acid residues altered by known coding variants are color-coded as pathogenic (dark orange), non-pathogenic (green) or of uncertain pathogenicity (blue). Residue numbers, numbered transmembrane domains (TM), and the boundaries of numbered exons (Ex) containing the coding sequence are shown.

### Large zebrafish families facilitate reduction of genetic and environmental noise

An advantage of genetic analysis in zebrafish is the ability to reduce genetic and environmental variation in statistical analyses through breeding of large families of siblings that are then raised under near identical environmental conditions (i.e. in the same fish tank or recirculated water aquarium system). The initial heterozygous individual fish identified as carrying the *psen2*^*S4Ter*^ mutation was outbred to a wild type fish of the same strain (Tübingen) and then two heterozygous individuals were mated to produce a large family of siblings with wild type (+/+), heterozygous (*psen2*^*S4Ter*^/+), or homozygous (*psen2*^*S4Ter*^/*psen2*^*S4Ter*^) genotypes.

Laboratory zebrafish become sexually mature at between 3 and 5 months of age. Therefore, to examine the transcriptome of young adult zebrafish brains we identified individuals of the desired genotype using PCRs specific for the mutant and wild type alleles on DNA from tail biopsies (“tail clips”) and then removed brains from fish of the desired genotypes at 6 months of age. Total RNA was then purified from these and subjected to either RNA-seq analysis (described below) or digital quantitative PCR (dqPCR) as shown previously in Fig 2).

### RNA-seq data and analysis of *psen2*^*S4Ter*^ effects

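RNA from entire brains of 4 WT, 4 Het and 4 Hom female siblings aged 6 months was depleted of rRNA with a kit designed for human rRNA and sequenced as 1 library per fish. The authors aligned the trimmed reads to GRCz11 and counted the fragments that lay wholly within the exons of each gene on the expected strand, with a mapping quality of at least 10. These counts per gene were deposited without normalization. Total counts per fish ranged from 11878943 to 15953499 in WT (median 15190306), from 15738056 to 17026801 in Het (median 16016817) and from 14746801 to 16667945 in Hom (median 15567926). The paper's reported range of total counts is 11852141 to 16997219, and the values given here use the deposited totals. The mean total was 1365372 counts higher in the 8 mutant fish than in WT (two-sided exact permutation test, p = 0.0707, Benjamini-Hochberg adjusted 0.102 over a family of 26 measures). Between 22117 and 22713 genes were detected in each fish. The smallest number of counts taken as a signal, 3, corresponds to 0.253 CPM in the smallest library and 0.176 CPM in the largest. Counts were scaled by TMM normalization and fitted with edgeR in a single model of the 3 genotypes over all 12 fish. This fit has no correction for GC content or gene length. The table holds lengths but no GC content. The labels name no library batch. The column names carry one date, the same for all 12 fish, and a running number that follows genotype (Het, then Hom, then WT). Each fish number occurs in a single genotype. Gene symbols came from S2 File, or from gene order where S2 File lists no symbol. Of the 1677 genes of S2 File whose Entrez identifier is in the GRCz12tu list, 1354 were located by gene order and 1323 of these (97.7%) received that identifier.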

To analyze and compare the brain transcriptomes of 6-month-old wild type, heterozygous and homozygous mutant siblings, four female fish of each genotype were examined (Fig 5A). 

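Principal components were computed from log2 CPM with a prior count of 2 for all tested genes, centred and not scaled. PC1 carried 32.4% of the variance. Its scores averaged -38.1 ± 23.7 (SD, n = 4) in WT, 24.3 ± 4.36 (SD, n = 4) in Het and 13.9 ± 6.43 (SD, n = 4) in Hom. The scores of the 8 mutant fish (6.11 to 28.3) all lay above those of the WT fish (-67.5 to -13.3). A two-sided exact permutation test gave p = 0.00202, the smallest p that 4 fish against 8 allow, and 0.00750 after adjustment over the 26 measures. Using only the 500 most variable genes changed this result most. PC1 then carried 25.3% and the difference between WT and mutant fish was no longer detected (exact permutation test, p = 0.251). With each fish left out in turn, PC1 of all tested genes carried between 25.1% and 36.3%.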

An exploratory principal component analysis (PCA) of gene expression across all samples was generated using gene-level, log_2_-transformed counts per million (Fig 5B), indicating that the difference between wild type (+/+) samples and mutant samples was the dominant source of variability, with PC1 (30.9% of variance) clearly separating the homozygous (Hom) and heterozygous (Het) mutant fish brains from those of the wild type (WT) fish. 

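On PC1, the mean score of Hom minus that of Het was -10.4 (two-sided exact permutation test, p = 0.0571, where 0.0286 is the smallest p that 4 fish against 4 allow, adjusted p = 0.637). PC2 carried 15.5% of the variance. Its scores were 8.94 ± 22.6 (SD, n = 4) in WT, 5.21 ± 19.5 (SD, n = 4) in Het and -14.1 ± 20.6 (SD, n = 4) in Hom. The Het scores ranged from -9.06 to 33.6 and the Hom scores from -41.8 to 5.82. PC2 separated neither Hom from Het (exact permutation test, p = 0.286, adjusted p = 0.743) nor mutant from WT fish (exact permutation test, p = 0.321, adjusted p = 0.440).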

The Hom and Het mutant fish were largely overlapping with respect to both PC1 and PC2, with the latter accounting for 15.2% of variance in the total data set.

**Fig 5:**
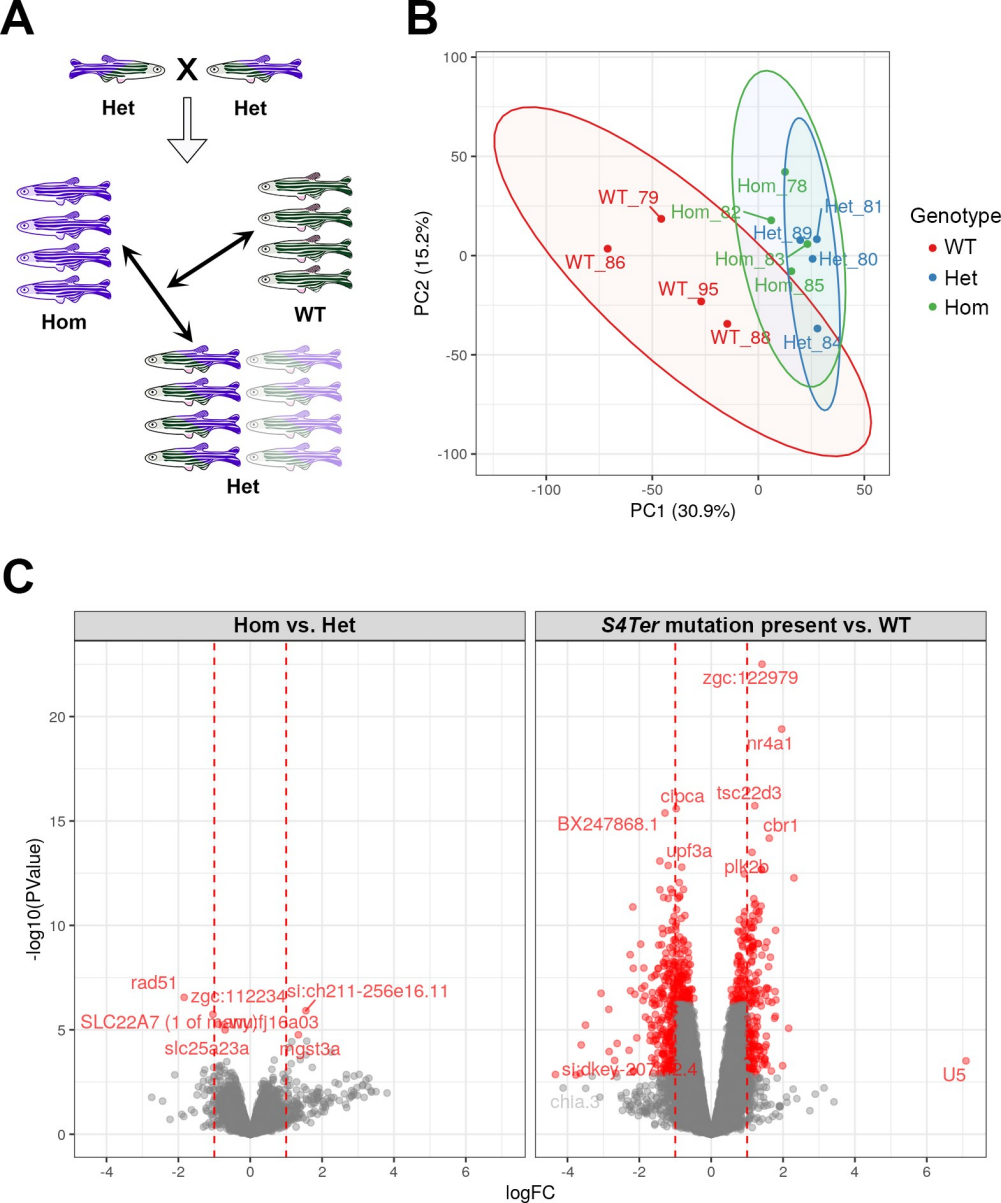
Brain transcriptome analysis. **(A)** Pair-mating of two Het zebrafish produces a family made up of WT, Het, and Hom siblings in a ~1:2:1 ratio respectively. At six months of age, the transcriptomes of entire brains from four female sibling fish each of WT, Het, and Hom genotypes were analyzed. **(B)** PCA showing PC1 and PC2 using logCPM values from each sample. The largest source of variability within this data set was clearly the difference between wild type samples and those containing one or two copies of the *psen2*^*S4Ter*^ allele. **(C)** Volcano plots displaying gene differential expression (DE) p-values versus fold-change. Left: DE genes from comparison of Het and Hom brains. Right: DE genes from comparison of brains of fish possessing the *S4Ter* allele (i.e. either Het or Hom) versus WT. The dominant nature of the *S4Ter* mutation is indicated by the relatively restricted differences between Het and Hom transcriptomes compared to *S4Ter* vs. WT.

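With the same DE criteria applied to each mutant genotype against the same 4 WT brains, 508 genes were DE in Het (335 higher and 173 lower than in WT) and 178 were DE in Hom (99 higher and 79 lower). Of these, 141 genes were DE in both genotypes, 367 in Het only and 37 in Hom only. All 178 genes that were DE in Hom had changed in the same direction in Het, and all 508 that were DE in Het had changed in the same direction in Hom. A gene past the criteria in only one genotype is not thereby shown to differ between Het and Hom. With the likelihood-ratio test in place of the quasi-likelihood test, 870 genes were DE in Het (502 higher) and 454 in Hom (227 higher).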

### Differentially Expressed genes (DE genes)

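The changes in Het and in Hom against WT both contain the values of the 4 WT fish, which alone makes them alike. The WT fish were therefore split into 2 pairs, with Het compared with one pair and Hom with the other. Over the 6 pairings, the correlation (Pearson) of the Het and Hom changes across the tested genes lay between 0.365 and 0.667, with a median of 0.620. Genes are not independent replicates, so no p-value is given for these correlations.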

As the Heterozygous and Homozygous *psen2*^*S4Te*^ brains showed very similar patterns of gene expression, we fitted a statistical model for the presence of the mutant allele with an additional term to capture the difference between the two mutant genotypes (Fig 5). In the analysis based on the presence of the mutant allele, genes were considered to be DE using either 1) A Bonferroni-adjusted p-value < 0.01 or, 2) An FDR-adjusted p-value < 0.01 along with an estimated logFC outside of the range ±1. However, as far fewer DE genes were detected when comparing brain transcriptomes between mutant genotypes, a simple FDR of 0.05 was chosen as the DE criterion for that comparison (see Sheet 1 & 3 in S2 File). Ultimately, 615 genes were declared to be DE due to any presence of the *psen2*^*S4Ter*^ mutant allele, while 7 genes were declared to be DE between brains with Hom and Het genotypes. 

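The presence of the mutant allele was tested here as the mean of Het and Hom minus WT, which may not be the paper's contrast. Het against WT gave 508 DE genes, and 870 with the likelihood-ratio test that the paper used. In edgeR's quasi-likelihood test with the criteria above, 406 genes were DE for the presence of the mutant allele, 245 higher and 161 lower than in WT. The Bonferroni criterion was met by 17 of them, and 5467 genes had an FDR under 0.05. In 331 of the 406 DE genes (81.5%) all 8 mutant fish lay on one side of all 4 WT fish. This held for 2631 of all tested genes (16.4%), and chance gives 0.404%. Between Hom and Het, 0 genes had an FDR under 0.05 (smallest FDR 0.516), while 607 genes had an unadjusted p under 0.05. Among the alternatives, DESeq2's size factors and Wald test raised the number of DE genes most, to 1132. Including the rRNA share of each fish as a covariate lowered it most, to 0 with 1188 genes at an unadjusted p under 0.05. That model recovered 2 of 200 changed genes in simulated counts, against 182 without the covariate.
The 10 largest changes among DE genes with all mutants on one side of WT were in U5, SNORA70, *olfm2b*, *si:dkey-22n8.3*, ATP8, ENSDARG00000104420, LOC137488390, *mibp*, *ccl25b* and *nocta*. Of these, U5 (116 bp), SNORA70 (134 bp), ENSDARG00000104420 (142 bp), ATP8 (165 bp) and LOC137488390 (184 bp) have a single short exon. A fragment had to lie wholly within exons to be counted, so their counts rest on short fragments. Genes under 500 bp took 10.9% of the counts outside rRNA in mutant fish and 5.95% in WT (two-sided exact permutation test, p = 0.0384, adjusted p = 0.0624 over 26 measures). An effect of fragment length was not tested. The small RNA U5 (ENSDARG00000109284, chromosome 20) had 0 counts in all WT fish. Its CPM was 2.57 ± 0.936 (SD, n = 4) in Het and 2.56 ± 3.35 (SD, n = 4) in Hom, at least 9.69-fold higher than WT (FDR 0.00719 from edgeR's quasi-likelihood test). The small nucleolar RNA SNORA70 (ENSDARG00000117085, chromosome 23) rose with a logFC of 3.33 (SE 0.43, FDR 0.000547). The logFC of *olfm2b* was -2.61 (SE 0.44, FDR 0.00142) and that of *si:dkey-22n8.3* was -2.46 (SE 0.41, FDR 0.00138), and both genes lie within 10 Mb of *psen2* on chromosome 1. Mitochondrial ATP8 overlaps ATP6 and had a logFC of 2.30 (SE 0.54, FDR 0.00661), which became -0.66 with the rRNA share as a covariate. With a fish left out, the call held for ATP8 in 2 of 12 fits (FDR up to 0.0194), for LOC137488390 in 10 of 12 (FDR up to 0.0162) and for U5 in 2 of the 8 fits in which it was tested (FDR up to 0.0218). The other 5 genes had logFC values from 2.07 in *nocta* to 2.20 in ENSDARG00000104420, with FDR values from 0.000516 to 0.00366. LOC137488390 is named by gene order (ENSDARG00000080895), and ENSDARG00000104420 has no symbol in S2 File or by gene order.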

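All 40 genes plotted in Fig 6A were among the tested genes. In mutant brains 20 of them were higher, among them ENSDARG00000004187, *atp6ap2*, *tsc22d3*, *eif4a1a*, *glulb*, ENSDARG00000016623, *fkbp1aa*, *rpl3*, *cbr1*, *selenow1*, *fxyd1*, *ddt*, *plk2b*, *pim3*, *h2afx*, *cx44.2*, *sfrp1b*, *nr4a1* and SNORA70. The other 20 were lower, namely *myt1b*, *smc1a*, ENSDARG00000077087, ENSDARG00000075706, *upf3a*, *spen*, *nhsl2*, *hnrnpd*, *znf385b*, *creb1b*, *cipca*, CABZ01061349.1, *lrrc4ca*, *ccdc50*, *si:dkey-33c12.4*, *cdk19*, *adam19b*, BX247868.1, BX470259.1 and *fmn2a*. For each of the 40 genes the direction was that of the paper's logFC in S2 File. In 39 of them all mutant fish lay on one side of all WT fish, which chance gives for 0.404% of genes. In *si:dkey-33c12.4*, which also had the smallest logFC (-0.44), they did not. All 40 had an FDR under 0.01, both over all tested genes and over the list alone, but the list is the paper's selection from the same libraries. By the criteria of the paper 20 of the 40 were DE in the quasi-likelihood test. The smallest FDR was that of *cipca* (ENSDARG00000075397, chromosome 17), with a logFC of -1.15 (SE 0.086, FDR 6.41e-05). Its CPM was 56.4 ± 1.89 (SD, n = 4) in WT, 28.9 ± 2.23 (SD, n = 4) in Het and 22.1 ± 2.78 (SD, n = 4) in Hom. The logFC was 1.97 (SE 0.18, FDR 0.000190) for *nr4a1* and 2.00 (SE 0.18, FDR 0.000190) for *cbr1*, which lies within 10 Mb of *psen2*.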

Heatmaps (Fig 6) for the most highly ranked (by FDR) of these DE genes show that the DE genes cluster according to genotype as expected.

**Fig 6:**
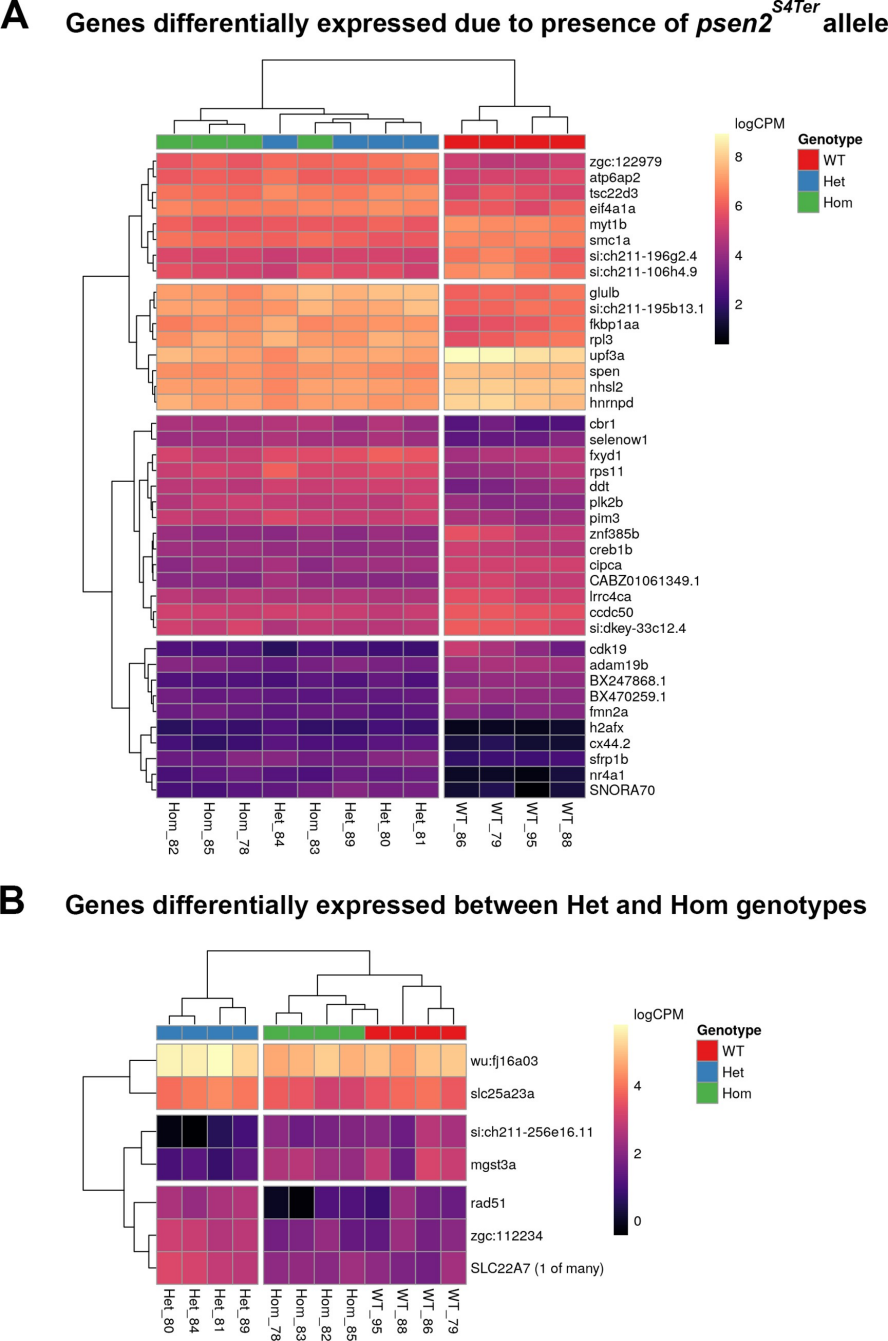
Heatmaps of DE genes. Plotted values are logCPM based on CQN-normalized counts. **(A)** The most highly ranked 40 (of the 615) DE genes by FDR identified when comparing WT fish to genotypes possessing the *psen2*^*S4Ter*^ allele. **(B)** The 7 most highly-ranked genes (FDR < 0.05) which were detected as DE between Het and Hom mutant genotypes. Unique sample name identifiers are given beneath each column.

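All 7 genes of Fig 6B were tested for Hom against Het, and 5 were lower and 2 higher in Hom. Among those lower, the logFC was -0.89 for *wu:fj16a03* (SE 0.16), -0.66 for *slc25a23a* (SE 0.15), -1.09 for ENSDARG00000099514 (SE 0.20) and -0.90 for SLC22A7 (1 of many) (SE 0.18). Among those higher, it was 1.52 for ENSDARG00000100690 (SE 0.29) and 1.30 for *mgst3a* (SE 0.28). In edgeR's quasi-likelihood test their FDR values lay between 0.516 and 0.900 over all tested genes. All 7 had an unadjusted p under 0.05 and an FDR under 0.05 over the list alone, but the list is the paper's selection from these fish. In each of the 7 genes the Hom and Het fish differed by a two-sided exact permutation test with p = 0.0286, the smallest p possible. With the likelihood-ratio test 6 of the 7 had an FDR under 0.05 over all tested genes, the exception being *slc25a23a* (FDR 0.0724), which lies on chromosome 1 near *psen2*. None of the 7 was among the genes that were DE for the mean of Het and Hom minus WT. Against WT, *wu:fj16a03*, ENSDARG00000100690, *mgst3a*, ENSDARG00000099514 and SLC22A7 (1 of many) were DE in Het but not in Hom. Their FDR values in edgeR's quasi-likelihood test were 0.00167 to 0.00548 in Het and 0.287 to 0.987 in Hom. In *slc25a23a* neither genotype was DE against WT.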

As mentioned previously, one explanation for the apparently normal epidermal pigmentation and DoLA neuron number phenotypes observed in *psen2*^*S4Ter*^ homozygous fish might be the phenomenon of “genetic compensation” as defined by Rossi et al. [55] where NMD of mutant gene transcripts results in increased expression of related sequences [56]. Therefore, although we did not see evidence of NMD for transcripts of the *psen2*^*S4Ter*^ allele, we inspected our brain transcriptome data to see whether expression of the related gene, *psen1*, was increased in *psen2*^*S4Ter*^ Het or Hom brains relative to wild type. 

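The counts on *psen2* were 222 to 245 in WT, 182 to 235 in Het and 190 to 216 in Hom. After scaling, *psen2* stood at 20.5 ± 2.02 CPM (SD, n = 4) in WT, 20.0 ± 2.30 CPM (SD, n = 4) in Het and 19.1 ± 2.03 CPM (SD, n = 4) in Hom. The logFC for the presence of the mutant allele was -0.07 (SE 0.11, FDR 0.629 from edgeR's quasi-likelihood test), smaller than its standard error. A two-sided exact permutation test of log2 CPM gave p = 0.451. The unscaled counts were different by -27.8 on average, mutant minus WT (exact permutation test, p = 0.0182, adjusted p = 0.0394 over 26 measures). Between Hom and Het the logFC was also -0.07 (SE 0.12, FDR 0.991). With each fish left out in turn, the logFC for the mutant allele lay between -0.14 and -0.016. The deposited counts add up reads of both *psen2* alleles and cannot tell them apart.

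**Figure D1:**
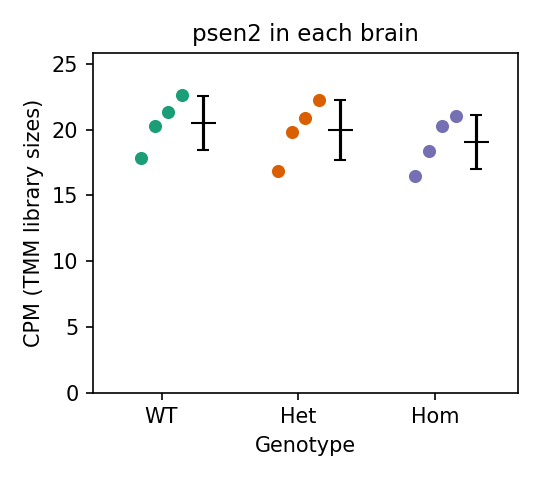
CPM of *psen2* in each brain by genotype, on an axis from 0, with the mean and SD of the 4 fish beside the points. The genotypes overlap, with means from 20.5 CPM in WT to 19.1 CPM in Hom.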

The presence of the *psen2*^*S4Ter*^ allele saw a mean 1.24-fold increase in *psen1* transcript levels compared to that in wild type brains (p = 0.15) while Hom brains showed a mean 0.91-fold decrease in *psen1* transcript levels compared to Het brains (p = 0.53). Therefore, there is no evidence of differential expression of *psen1*, and so no evidence of genetic compensation, in brains due to the *S4Ter* mutation.

### Results from enrichment analyses

To predict what changes in molecular/cellular processes might be reflected by the differential expression of genes, enrichment analyses were conducted using the Hallmark, KEGG and GO gene sets defined in the MSigDB database (38). A detailed description of the analyses is publicly available at: https://uofabioinformaticshub.github.io/20170327_Psen2S4Ter_RNASeq/

Full results of enrichment analyses are also listed in Sheet 2 & Sheet 4 in S2 File. Overall, two strategies for enrichment analysis were used: 1) Testing for enrichment within *discrete sets of DE genes* (WT versus presence of *psen2*^*S4Ter*^ only). 2) Testing for enrichment within the *complete gene lists*, i.e. regardless of DE status, but using direction of fold-change and p-values as a ranking statistic.).

During analysis, we found that the RNA-seq data indicated considerable (and variable) ribosomal RNA (rRNA) content, presumably due to somewhat inefficient depletion of zebrafish rRNA from samples, using a human genome-based rRNA depletion kit. 

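Counts on rRNA genes made up 21.8% ± 4.07 (SD, n = 4) of all counts in WT, 33.1% ± 1.61 (SD, n = 4) in Het and 33.0% ± 1.79 (SD, n = 4) in Hom. The WT fish ranged from 17.9% to 26.4% and the 8 mutant fish from 31.3% to 35.5%, so the groups did not overlap. The mean was 11.3 percentage points higher in mutant fish (two-sided exact permutation test, p = 0.00202, the smallest possible, adjusted p = 0.00750 over 26 measures). Hom minus Het was -0.156 percentage points (exact permutation test, p = 0.943, adjusted p = 0.971). Wilson intervals at 95% were at most 0.048 points wide and cover counting error only. Nearly all of these counts came from the mitochondrial rRNA genes *mt-rnr2* and *mt-rnr1*. The share of *mt-rnr2* was 9.72% ± 2.64 (SD, n = 4) in WT and 13.2% to 21.5% in mutant fish (exact permutation test, p = 0.00202). The share of *mt-rnr1* averaged 12.1% in WT and 14.1% in mutant fish (exact permutation test, p = 0.0687). Among all nuclear rRNA genes, WT 88 had a share of 6.57e-06% and every other fish had 0. Restricting the share to nuclear rRNA genes moved the difference most, to -1.64e-06 points (exact permutation test, p = 0.333). With such counts in WT 88 alone, that test could not show a difference in nuclear rRNA.

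**Figure D2:**
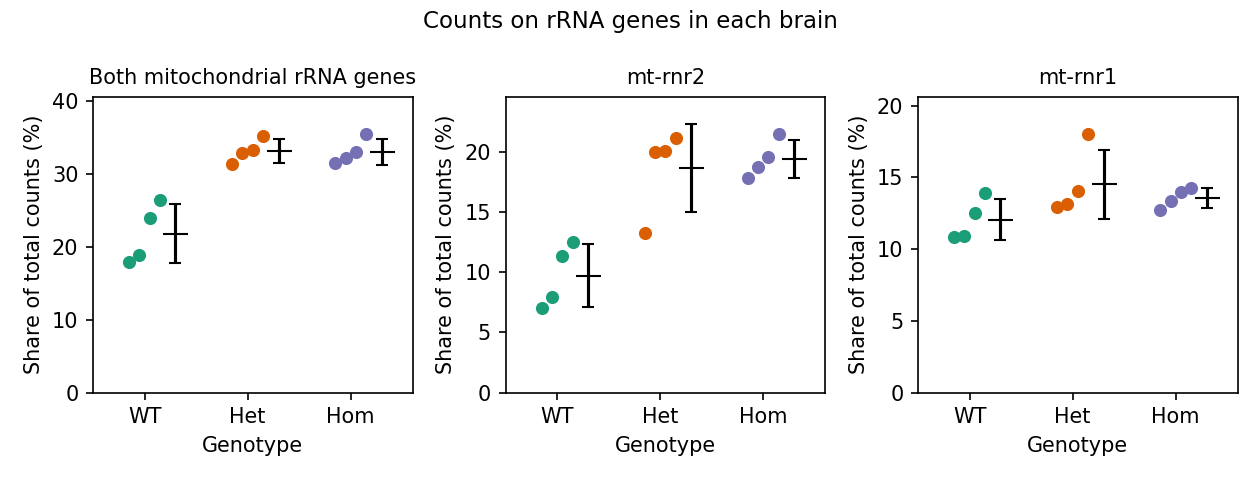
Percentage of all counts in each brain that fell on both mitochondrial rRNA genes (left), *mt-rnr2* (middle) and *mt-rnr1* (right), by genotype, with the mean and SD of the 4 fish beside the points. The mutant fish lie between 31.3% and 35.5% for both genes together, all above WT.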

While rRNA sequences could be excluded from the subsequent RNA-seq data bioinformatically, that the primary enrichment within DE genes indicated pathways such as *KEGG_RIBOSOME* and *CYTOSOLIC_RIBOSOME* raised concerns that the rRNA contamination might somehow have biased the sampling of cellular RNA, although a mechanism for this is not immediately obvious. 

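MSigDB gene sets were not used here, and cytosolic ribosomal protein genes were taken by symbol from the GRCz12tu gene list. Of 84 such genes, 69 (82.1%) were located in the count table by gene order and 68 were tested. Their mean logFC for the presence of the mutant allele was 0.65, and 67 of the 68 were higher in mutant brains. The rotation test fry gave an adjusted p of 0.0249 over 12 set tests (limma and edgeR). The mean log2 CPM of the set was higher in all 8 mutant fish than in any WT fish (two-sided exact permutation test, p = 0.00404, adjusted p = 0.0105 over 26 measures). Among the 12133 tested genes that could be located, 301 were DE, including 10 of the 68 ribosomal protein genes (14.7%) against 2.41% of the others (Fisher's exact test, two-sided, p = 6.19e-06, adjusted p = 3.71e-05 over 6 sets). With the rRNA share as a covariate the mean logFC was 0.66 with an adjusted p of 0.556 from fry, the largest change of this test, in a model with little power because the share separates the genotypes.
Because every mutant fish had a larger rRNA share than every WT fish, no correlation was pooled over WT and mutant fish. The correlations within the mutants pool Het and Hom without adjustment for genotype. Within the 8 mutant fish, the rRNA share and the ribosomal protein mean had r = -0.287 (permutation p = 0.514) and rho = -0.167 (permutation p = 0.704), and r was -0.573 without the 2 fish farthest from the median share. For PC1 the values were r = 0.350 (permutation p = 0.392) and rho = 0.0952 (permutation p = 0.840), with r = 0.0197 without the 2 farthest fish. The 3 correlations computed within the mutant fish had adjusted p values of 0.771, 0.771 and 0.864.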

Our caution was also raised by recent work showing that gene length might bias the detection of DE gene transcripts in RNA-seq data sets [57]. In particular, as a set, ribosomal protein genes have short lengths and may be prone to artefactual identification as DE due to this bias [57]. However, when examining the complete gene lists using fry, additional terms which were clearly distinct to rRNA became evident, such as *OXIDATIVE PHOSPHORYLATION* (dre00190), *MITOCHONDRIAL ENVELOPE* (GO:0005740) and *ANION TRANSPORT* (GO:0006820) (Fig 7). 

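The ribosomal protein genes had a median exonic length of 1159.5 bp. When the tested genes were divided by exonic length into 5 groups of equal size, the median lengths were 1159, 1881, 2642, 3852 and 6397.5 bp. The median logFC for the presence of the mutant allele fell from 0.14 in the shortest genes through 0.066, 0.014 and -0.021 to -0.063 in the longest. The groups held 174, 70, 86, 52 and 24 DE genes in that order. Across genes, which are not independent replicates, the correlation (Spearman) of length and logFC was -0.169 for the mutant allele and 0.228 for Hom against Het. The median change of the shortest group minus that of the longest differed between mutant and WT fish (two-sided exact permutation test, p = 0.0121). It did not differ between Hom and Het (exact permutation test, p = 0.2). Correlations at least as far from 0 were given by 27 of 100 splits of the 12 fish into groups of 4 and 8. A length correction, chosen after the data had been seen, gave 369 DE genes, 166 of them higher in mutants, so it did not only remove calls. It gave the ribosomal protein genes a mean logFC of 0.50.

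**Figure D3:**
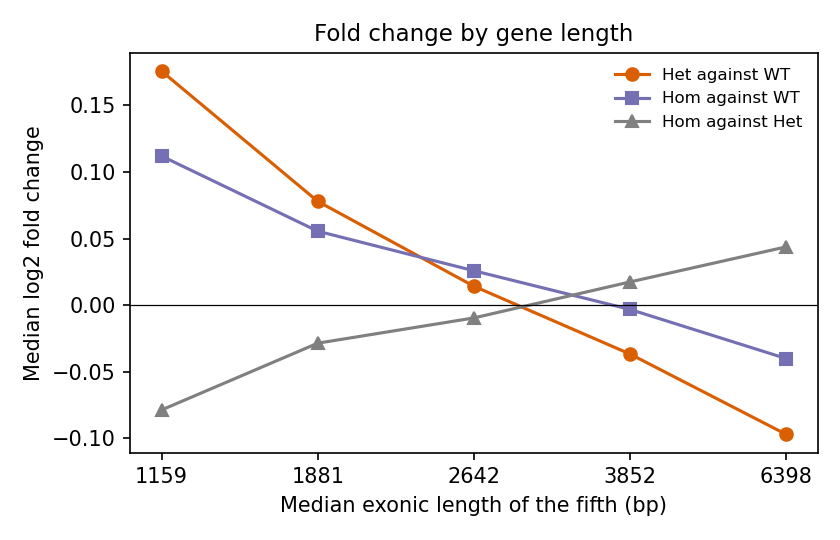
Median logFC of the tested genes in 5 groups of equal size by exonic length, placed by the median length of the group in bp, for Het against WT, Hom against WT and Hom against Het. In Het against WT it runs from 0.18 in the shortest to -0.097 in the longest genes, and in Hom against Het from -0.079 to 0.044.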

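Gene families taken by symbol stood in for these terms. Nuclear-encoded subunits of oxidative phosphorylation (86 of 98 located, 78 tested) had a mean logFC of 0.59 for the presence of the mutant allele, with 70 genes higher (fry, adjusted p = 0.0249 over 12 tests with limma and edgeR). Their per-fish mean was above every WT fish in 7 of 8 mutants (exact permutation test, p = 0.00404), and 9 of the 78 were DE (Fisher's exact test, p = 0.000128, adjusted p = 0.000385). Mitochondrial ribosomal proteins (68 of 75 located) had a mean logFC of 0.28, with 56 of 68 higher (fry, adjusted p = 0.0351, with edgeR). Their per-fish mean was above every WT fish in 7 of 8 mutants (exact permutation test, p = 0.0182, adjusted p = 0.0394). Only 2 of the 68 genes were DE (Fisher's exact test, p = 0.686). Length correction, chosen after the data had been seen, reduced the mean logFC to 0.14 (fry, adjusted p = 0.0833, with edgeR). The 13 proteins encoded by the mitochondrial genome had a mean logFC of 0.26, with 8 higher (fry, adjusted p = 0.509, with edgeR). Their per-fish mean was higher in mutants (exact permutation test, p = 0.0323, adjusted p = 0.0560), and 2 of the 13 were DE (Fisher's exact test, p = 0.0400, adjusted p = 0.0599). The mean logFC turned to -0.092 with the rRNA share as a covariate and to -0.014 with length correction. Anion transporter families (90 of 129 located, 68 tested) had a mean logFC of 0.25, with 51 genes higher (fry, adjusted p = 0.00127, with edgeR) and all 8 mutant fish above every WT fish (exact permutation test, p = 0.00202). Among them 6 were DE (Fisher's exact test, p = 0.00669, adjusted p = 0.0134). Once the rRNA share was a covariate, none of these tests stayed past 0.05, but that model recovered few of the changed genes in simulated counts, so this does not show that the changes are absent. Within the 8 mutant fish the rRNA share and the oxidative phosphorylation mean had r = -0.0826 (permutation p = 0.864) and rho = 0.190 (permutation p = 0.664), and r was -0.551 without the 2 farthest fish.

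**Figure D4:**
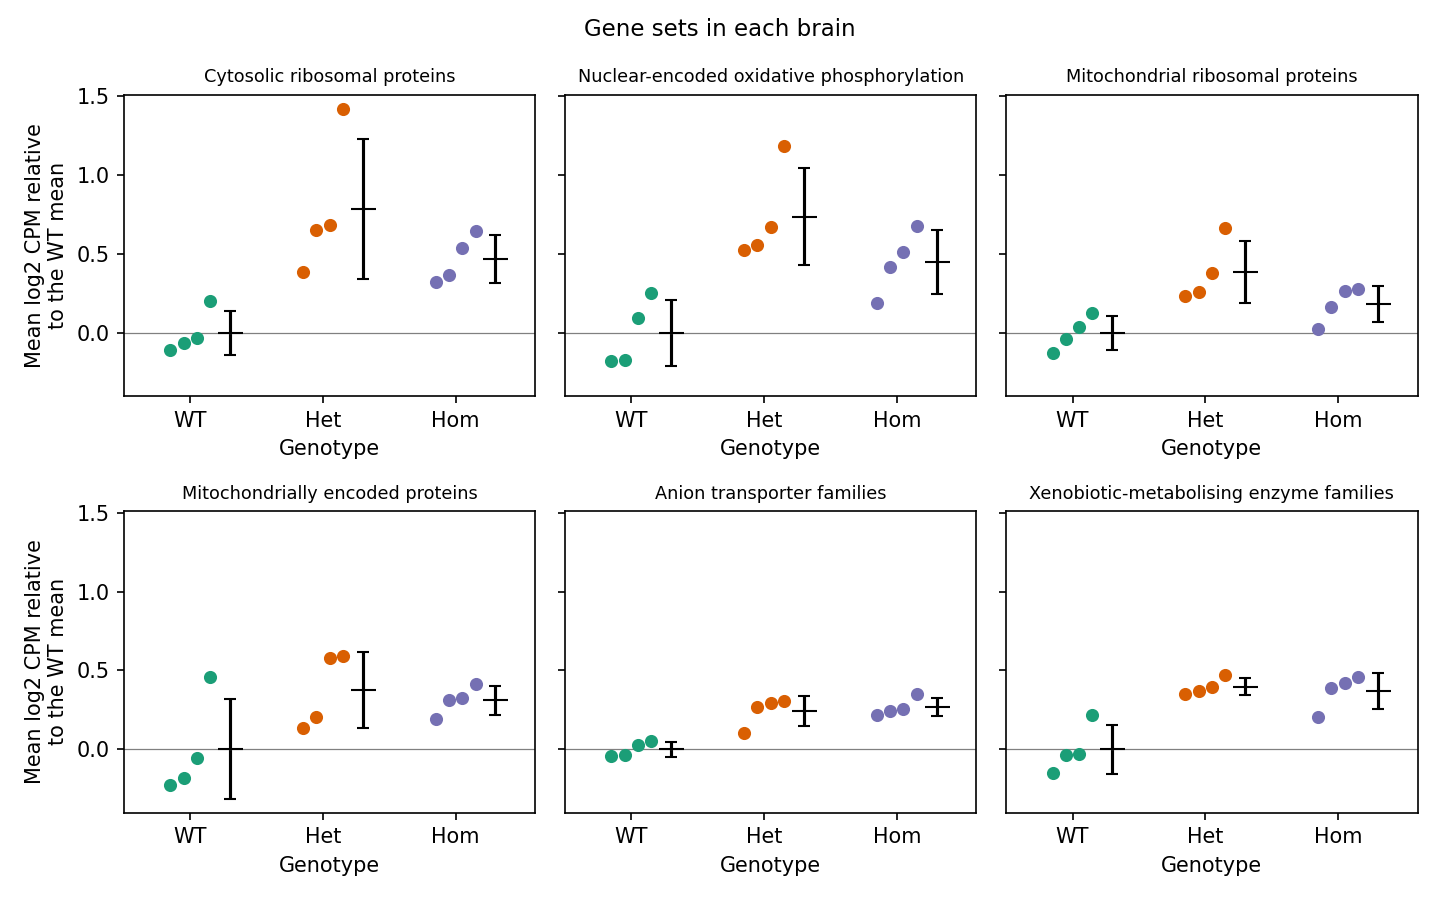
Mean log2 CPM of each gene family in each brain, relative to the mean of the WT brains, by genotype, with the mean and SD of the 4 fish beside the points. In anion transporter families all 8 mutant fish lie above every WT fish, and in nuclear-encoded oxidative phosphorylation 7 do.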

As these terms share virtually no genes with ribosomal-related gene sets, this increases our confidence that these represent real biological differences that are affected by the presence of the *psen2*^*S4Te*r^ allele.

**Fig 7:**
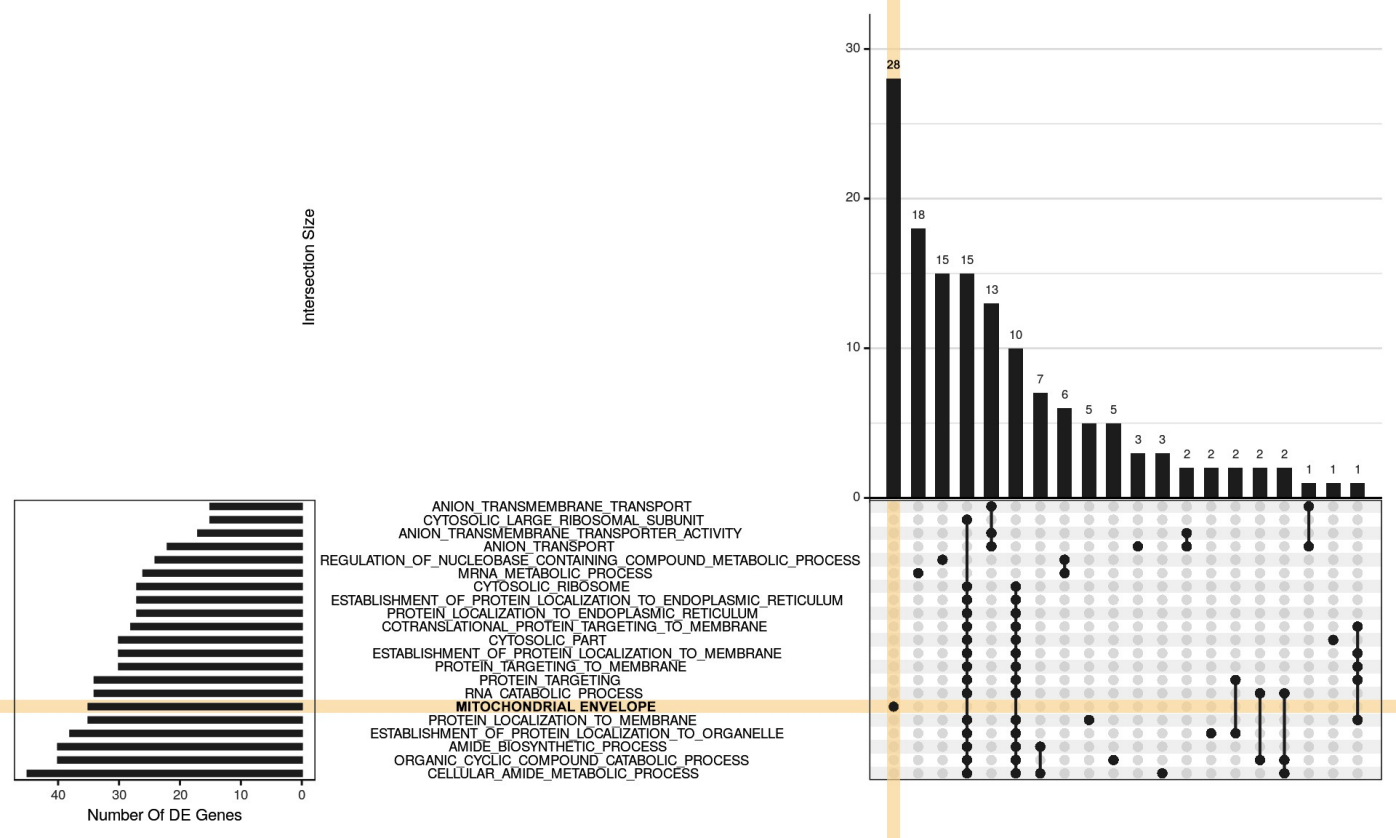
UpSet plot indicating distribution of DE genes within larger significant terms from the GO gene sets. For this visualization, GO terms were restricted to those with 15 or more DE genes, where this represented more than 5% of the gene set, along with an FDR < 0.02 and more than 3 steps back to the ontology root. The 20 largest GO terms satisfying these criteria are shown with the plot being truncated at the right hand side for simplicity. A group of 28 genes is uniquely attributed to the GO *MITOCHONDRIAL ENVELOPE* (orange shading), with a further 18 being relatively unique to the GO *MRNA METABOLIC PROCESS*. The next grouping of 15 genes is unique to GO *REGULATION OF NUCLEOBASE-CONTAINING COMPOUND METABOLIC PROCESS* followed by 25 genes, spread across two clusters of terms which largely represent GO *RIBOSOMAL ACTIVITY*. In between these are 13 genes uniquely associated with the GO *ANION TRANSPORT*.

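Xenobiotic-metabolising enzyme families, which cover phase I and phase II enzymes such as glutathione transferases, sulfotransferases and aldehyde dehydrogenases, comprise 171 genes by symbol. Of these, 126 (73.7%) were located and 63 were tested. Their mean logFC for the presence of the mutant allele was 0.38, and 55 of the 63 were higher in mutant brains (fry, adjusted p = 0.00128 over 12 tests, with edgeR). The per-fish mean was above every WT fish in 7 of 8 mutant fish (two-sided exact permutation test, p = 0.00404, adjusted p = 0.0105 over 26 measures). Only 2 of the 63 genes were DE (Fisher's exact test, p = 0.670). Adding the rRNA share as a covariate gave a mean logFC of 0.22 (fry, adjusted p = 0.589, with edgeR), in a model with little power to detect changes.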

The presence of the *psen2*^*S4Ter*^ mutation was predicted to affect a number of metabolic pathways, particularly *XENOBIOTIC METABOLISM* (M5934) from the Hallmark gene sets. However, pathways similar to those seen for an EOfAD-like mutation in the zebrafish *psen1* gene [58], were also observed in the brains of fish with *psen2*^*S4Ter*^, particularly those involving energy production by mitochondria. 

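Between Hom and Het, none of the 6 gene families passed an adjusted p of 0.05 in fry over the 12 tests. The mean logFC of Hom against Het was -0.37 for cytosolic ribosomal proteins (adjusted p = 0.221 with edgeR), with 65 of 68 genes lower in Hom. For nuclear-encoded oxidative phosphorylation it was -0.32 (adjusted p = 0.221 with edgeR), with 76 of 78 lower. For mitochondrial ribosomal proteins it was -0.22 (adjusted p = 0.155 with edgeR), with 63 of 68 lower. Mitochondrially encoded proteins had -0.082 (adjusted p = 0.818), anion transporter families 0.013 (adjusted p = 0.991) and xenobiotic-metabolising enzymes -0.021 (adjusted p = 0.708, all with edgeR). The sign changed for mitochondrially encoded proteins with length correction (0.079). Among the alternatives that used all fish, it changed for anion transporters under 3, among them no filter on low counts (-0.066). It changed for xenobiotic-metabolising enzymes without the filter (0.15). With a fish left out, it changed for anion transporters without Het 84 (-0.013) and without Hom 82 (-0.022). For xenobiotic-metabolising enzymes it changed without Het 80 (0.0069) and without Hom 78 (0.020). Leaving out Het 84 brought the mean to -0.11 for cytosolic ribosomal proteins, to -0.13 for oxidative phosphorylation and to -0.11 for mitochondrial ribosomal proteins.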

When homozygous and heterozygous *psen2*^*S4Ter*^ brains were compared, the pathways were even more closely focused around oxidative phosphorylation and mitochondrial function, probably reflecting a critical role for the Psen2 protein in regulating mitochondrial energy production. All pathway enrichment data as generated under fry is given in Sheet 2 & Sheet 4 in S2 File.

## Discussion

Well over 200 mutations causing familial Alzheimer’s disease have been identified in the human *PSEN1* and *PSEN2* genes. However, none of these mutations are obviously null (e.g. are frameshift or nonsense mutations that block all mRNAs from producing a protein that includes the normal C-terminal residues) [12]. Knowledge of the molecular effects of null mutations in these genes is, therefore, useful since, by exclusion, it could help us determine the functions critically affected by EOfAD mutations.

Alzheimer’s disease takes decades to develop, but we are unable to investigate in detail the molecular changes occurring in the brains of young human carriers of EOfAD mutations since biopsies cannot be taken. Consequently, analysis in animal models is necessary. In this study, we attempted to generate a null mutation in the zebrafish *psen2* gene. We identified an 8-bp deletion in the zebrafish *psen2* gene that forms a premature termination codon (PTC) at the fourth codon position downstream of the start codon (*psen2*^*S4Ter*^). However, this PTC apparently fails to block translation and, instead, reveals cryptic downstream translation start codons that likely drive formation of N-terminally truncated Psen2 protein(s). One or more of these proteins apparently possesses γ-secretase activity since *psen2*^*S4Ter*^ homozygous fish possess melanotic surface pigmentation and normal DoLA neuron numbers in 24 hpf embryos. Translation initiation at cryptic downstream start codons would also explain the lack of NMD of *S4Ter* allele transcripts. The failure of NMD is unlikely to be due to the proximity of the PTC to a downstream exon/exon splice boundary since the nearest such boundary would be far more than 55 nucleotides distant in a spliced mRNA [59].

### The *psen2*^*S4Ter*^ allele shows dominance and may be EOfAD-like

Transcriptome analysis of 6-month-old entire brains from wild type, and *psen2*^*S4Ter*^ heterozygous and homozygous zebrafish showed relatively few differences between the heterozygous and homozygous fish centered around mitochondrial function while extensive changes from wild type were caused by any presence of the *psen2*^*S4Ter*^ allele. 

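The mean log2 CPM of nuclear-encoded oxidative phosphorylation genes, relative to WT, was 0.74 ± 0.31 (SD, n = 4) in Het and 0.45 ± 0.20 (SD, n = 4) in Hom brains. The Hom mean thus lay between those of WT and Het. Hom and Het did not differ beyond the spread between fish (two-sided exact permutation test, p = 0.171, adjusted p = 0.637 over 26 measures). For cytosolic ribosomal proteins the values were 0.79 ± 0.44 (SD, n = 4) in Het and 0.47 ± 0.15 (SD, n = 4) in Hom (exact permutation test, p = 0.143, adjusted p = 0.637). For mitochondrial ribosomal proteins they were 0.39 ± 0.20 (SD, n = 4) in Het and 0.18 ± 0.12 (SD, n = 4) in Hom (exact permutation test, p = 0.171). The highest Het value in all 3 families was that of Het 84.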

The differences that were seen between heterozygous and homozygous brains were in similar functions to those seen for any presence of *psen2*^*S4Ter*^ compared to wild type, only more extreme: effects on mitochondrial function (particularly oxidative phosphorylation) and ribosomal functions. This pattern of effects is most easily explained as *psen2*^*S4Ter*^ displaying a dominant negative phenotype. However, because homozygous fish retain melanotic skin pigmentation, we know that the protein produced by *psen2*^*S4Ter*^ likely retains some γ-secretase activity [49].

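Of the genes that were DE for the presence of the mutant allele, 295 had the larger change in Het brains and 111 in Hom brains. The median ratio of the Hom change to the Het change was 0.896. The median size of their logFC for the mutant allele was 1.18, and the median size of their Hom against Het logFC was 0.20. These genes were selected for a large mean change of Het and Hom from the same WT fish. That selection alone favours a large first value and draws the ratio towards 1, so these values are not a separate test of dominance. From extensive changes with any presence of the allele and relatively few differences between Het and Hom, which it describes as lying in similar functions and only more extreme, the paper reasons that a dominant negative phenotype is the easiest explanation.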

Care must be taken when interpreting gene/protein function from transcriptome data.

Effects seen on transcript levels can reflect direct regulatory interactions or cells’ indirect responses as cells adjust gene expression to maintain homeostasis. So while the presence of the *psen2*^*S4Ter*^ allele appeared to affect *ANION TRANSMEMBRANE TRANSPORT* and related GOs, this might be e.g. a homeostatic response to deficient endolysosomal acidification (see below) instead of a more direct regulation of genes involved in anion transport. While transcriptome analyses are useful for generation of hypotheses, these must subsequently be tested by direct interrogation of the organism/tissue/cells involved. Unfortunately, further investigation of the *S4Ter* mutation is complicated by the fact that the mutation likely causes translation of multiple novel forms of Psen2 protein, which confounds simple interpretation of any *S4Ter* phenotypic effects.

All the novel forms of Psen2 protein that result from *S4Ter* likely lack the N-terminal “acidic cluster” of amino acid residues defined by Sannerud et al. [52]. These authors showed that, in humans, this N-terminal region binds to the trans-Golgi network (TGN)/endosomal adaptor complex protein (AP) complex AP-1 in a phosphorylation-dependent manner, and that this is necessary for normal localization of PSEN2 to late endosomes/lysosomes. The interaction with AP-1 was also shown to be necessary for the restriction of PSEN2 to the late endosomes/lysosomes of the somatodendritic compartment of mouse primary hippocampal neurons and its exclusion from axons [52]. The γ-secretase activities provided by PSEN1 and PSEN2 differ somewhat in their substrate proclivities [52, 60]. Since γ-secretase cleaves over 90 known substrates [61] it is reasonable to expect that changing the subcellular localization of Psen2 in zebrafish would alter the γ-secretase cleavage of many of these substrates in a manner that might explain the dominant nature of the *S4Ter* mutation.

Sannerud et al. did not find that any of the EOfAD mutations of *PSEN2* they tested changed the localization of the protein, although they did suggest that even subtle alterations of PSEN2 protein localisation might affect signaling by Notch receptors. Interestingly, they did see changes in PSEN1 protein localization due to EOfAD mutations. This leads us to speculate that, if PSEN1 and PSEN2 proteins interact physically in cells, (a possibility suggested previously but us [62] and others [63]), then forms of PSEN2 lacking their N-terminal “acidic cluster” might significantly affect PSEN1 protein localization to produce EOfAD-like effects.

Previous research on PRESENILIN protein function suggests a number of non-mutually exclusive possibilities for the effects of *psen2*^*S4Ter*^ on mitochondria. In 2009, Area-Gomez et al. [23] noted that, in mouse brain, PSEN2 protein is concentrated in the mitochondria-associated membranes of the ER, MAM. In later papers, these researchers noted that loss of *PSEN* gene activity causes increased association of ER membranes with mitochondria (i.e. increased MAM) [64] and decreased oxidative phosphorylation (oxygen consumption) in mouse embryonic fibroblasts [65]. While the decreased oxidative phosphorylation could be mimicked by chemical inhibition of γ-secretase, the extent of MAM formation was less sensitive to γ-secretase activity. Increased MAM formation was also observed in fibroblasts from people with EOfAD mutations in *PSEN2*, (or in *PSEN1*, or in those with late onset, sporadic AD) [64]. The effects of EOfAD mutations in *PSEN2* on the MAM may relate to its interaction with MITOFUSIN 2 (MFN2, see below).

A more indirect manner in which PSEN2 may affect mitochondrial function is via an effect on iron homeostasis. In 2010, Lee et al. [66] showed that the PSEN1 holoprotein (i.e. not the endoproteolytically-cleaved, γ-secretase-active form of PSEN1) was required for normal acidification of lysosomes by promoting N-glycosylation of the V0a1 subunit of v-ATPase that is required for its correct localization to the lysosome. (Note that it has not yet been demonstrated formally that PSEN2 plays a similar role although, in work yet to be published formally, we claim that homozygosity for *psen2*^*S4Ter*^ causes decreased autophagic flux in zebrafish larvae [67]). Recently, Yambire et al. demonstrated that deficient lysosomal acidification causes a cellular deficiency of ferrous iron leading to brain mitochondrial dysfunction and inflammatory responses [68].

In a 2016 review, we suggested that mutant PRESENILIN holoproteins may interfere with the (putative) multimerization of normal holoproteins, thereby acting in a dominant negative manner to interfere with the holoproteins’ normal activity in promoting N-glycosylation of the V0a1 subunit of v-ATPase. (We suggested that the involvement of PRESENILIN holoproteins in multimerization may explain the “reading frame preservation” rule that states that all EOfAD mutations in the *PSEN* genes must preserve an open reading frame that uses the original stop codon [12]). Curiously, the two PRESENILIN activities mentioned above—their regulation of MAM formation and of endolysosomal acidification—appear to be mediated by the C99 fragment (β-CTF) of the EOfAD-implicated protein APP [65, 69]. This supports that one or both of these activities play important roles in the pathogenic mechanism of EOfAD.

Another possibility for an effect of *psen2*^*S4Ter*^ on mitochondria is by altering the interaction of Psen2 protein with Mitofusin 2 (Mfn2). MFN2 modulates MAM formation although its role in regulating mitochondrial energy production is debated [70, 71]. PSEN2 holoprotein binds directly with MFN2, apparently through PSEN2’s cytosolic loop domain [72]. In contrast, MFN2 does not appear to bind PSEN1 [72]. An EOfAD mutant form of human PSEN2 (N141I) shows increased localization to the MAM of brain in transgenic mice [72]. It is possible that decreased localization of a *S4Ter*-mutant form(s) of zebrafish Psen2 to late endosomes/lysosomes might cause its increased localization to MAM with consequences for Ca^2+^ ion homeostasis, cellular energy regulation, and lipid synthesis.

In conclusion, the *psen2*^*S4Ter*^ mutation is not the null allele we had hoped to isolate and probably results in production of N-terminally truncated Psen2 proteins. These truncated proteins may act in a dominant, EOfAD-like manner through a variety of molecular mechanisms that are not mutually exclusive. The *S4Ter* mutation shows effects on mitochondrial function as we previously observed for an EOfAD-like mutation of *psen1* [58]. 

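The slope of each gene's log2 CPM on the rRNA share was computed within the WT fish alone, where genotype does not vary. Nearly all of this share came from mitochondrial rRNA genes, and the paper's text does not name its own measure of rRNA content. The tests that follow were not set out beforehand. Across the tested genes, which are not independent replicates, these slopes and the logFC for the presence of the mutant allele had a correlation (Spearman) of 0.575. Of the 24 orderings of the rRNA shares among the 4 WT fish, this was the highest (exact permutation test, one-sided, p = 0.0417, the smallest p possible). The same slopes computed within the Het and Hom fish had a correlation of 0.110 with the logFC, and 100 of the possible orderings within both genotypes gave one as high (exact permutation test, one-sided, p = 0.174). No batch is given in the labels within which the relation could be computed again.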

The mutation also appears to have significant effects on anion transport and ribosomal functions, although an unexpected (and currently inexplicable) correlation of gene differential expression with degree of rRNA contamination in brain RNA samples raises questions around the validity of the latter result.

## Supporting information

S1 File (PDF) Click here for additional data file.

S2 File (XLSX) Click here for additional data file.

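S2 File lists the paper's logFC, CPM and p-values per gene. The readable part of it holds 1811 genes, of which 1797 were among the tested genes. The paper marks 560 of these as DE, and 546 of them were tested. All 546 changed in the paper's direction, and 239 were DE in the quasi-likelihood test (374 with the likelihood-ratio test). Of the genes that were DE in the quasi-likelihood test, 167 are not among those the readable part marks as DE. Across the shared genes, which are not independent replicates, the paper's logFC had a correlation (Pearson) of 0.969 with the change of Het against WT, 0.959 with the mean change of Het and Hom, and 0.930 with the change of Hom against WT.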

S1 Raw images (PDF) Click here for additional data file.

## Abbreviations

ACRF: Australian Cancer Research Foundation
AD: Alzheimer’s Disease
ANOVA: analysis of variance
Cas9: CRISPR associated protein 9
CPM: counts per million
CQN: continuous query notification
CRISPR: clustered regularly interspaced short palindromic repeats
DE: differential expression / differentially expressed
DoLA: dorsal longitudinal ascending neuron
dNTPs: deoxynucleotide triphosphates
dqPCR: digital quantitative PCR
EGFP: enhanced green fluorescent protein
EOfAD: early onset familial Alzheimer’s disease
ER: endoplasmic reticulum
F1/F2/F3: 1^st^/2^nd^/3^rd^ filial generation
FC: fold change
FDR: false discovery rate
GO: Gene Ontology
GSEA: gene set enrichment analysis
Het/HET: heterozygous
Hom/HOM: homozygous
hpf: hours post fertilization
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAM: mitochondria-associated membranes (of the ER)
MAPK: MITOGEN-ACTIVATED PROTEIN KINASE
MD: mean difference
MFN2: MITOFUSIN 2
MsigDB: Molecular Signatures Database
NF-kappaB: nuclear factor kappa-light-chain-enhancer of activated B cells
NHEJ: non-homologous end joining
NMD: nonsense-mediated mRNA decay
ORF: open reading frame
PCA: principal component analysis
PCR: polymerase chain reaction
PSEN1: PRESENILIN 1
PSEN2: PRESENILIN 2
PTC: premature termination codon
rRNA: ribosomal RNA
SD: standard deviation
sgRNA: single guide RNA
TM1: transmembrane domain 1
TGN: trans-Golgi network
WT: wild type

# Supplementary material for: Transcriptome analysis indicates dominant effects on ribosome and mitochondrial function of a premature termination codon mutation in the zebrafish gene psen2
**Source:** PLoS One. 2020 Jul 13;15(7):e0232559. doi: 10.1371/journal.pone.0232559
**Supplement:** S1 File

## S1 Supplementary Data Files

### S1 Appendix 1. *psen2*-EGFP fusion gene sequences as synthesized before cloning into the vector pcGlobin2

#### psen2WT-EGFP

HindIII BamHI *psen2* 5'UTR *psen2* codons 1-113 EGFP EcoRI

```
5' GAC AAGCTT GGATCC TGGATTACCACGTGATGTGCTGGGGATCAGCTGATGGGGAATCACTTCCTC
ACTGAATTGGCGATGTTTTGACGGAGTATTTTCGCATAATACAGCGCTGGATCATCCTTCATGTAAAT
TCAGTCACATTTAAAGTTTCTCTTC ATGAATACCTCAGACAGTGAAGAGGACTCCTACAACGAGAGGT
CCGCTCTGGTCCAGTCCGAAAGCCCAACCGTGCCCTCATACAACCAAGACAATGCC ATGTCTCTCCCC
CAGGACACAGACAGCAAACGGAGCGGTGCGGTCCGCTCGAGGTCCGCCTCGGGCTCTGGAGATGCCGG
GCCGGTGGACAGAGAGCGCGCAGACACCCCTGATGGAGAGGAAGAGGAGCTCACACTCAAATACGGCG
CGAAACACGTCATC ATGTCTCTTCATCCCTGTCACGCTCTGC ATGGTGGTTCGTAGTGGCCACGATCAAG
TCCGTCAAGTTTCTACACCGAGAAG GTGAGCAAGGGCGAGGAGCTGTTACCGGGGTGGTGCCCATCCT
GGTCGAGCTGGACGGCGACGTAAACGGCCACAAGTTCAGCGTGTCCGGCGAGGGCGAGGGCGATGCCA
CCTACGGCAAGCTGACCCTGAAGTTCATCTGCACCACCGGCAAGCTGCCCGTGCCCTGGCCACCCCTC
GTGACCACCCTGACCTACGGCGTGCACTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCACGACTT
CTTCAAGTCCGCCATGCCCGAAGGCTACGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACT
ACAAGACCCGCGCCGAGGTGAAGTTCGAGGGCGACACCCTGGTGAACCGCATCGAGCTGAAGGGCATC
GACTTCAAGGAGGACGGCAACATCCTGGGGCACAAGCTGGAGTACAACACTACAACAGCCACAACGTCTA
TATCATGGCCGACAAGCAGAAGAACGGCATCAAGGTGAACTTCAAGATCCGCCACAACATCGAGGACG
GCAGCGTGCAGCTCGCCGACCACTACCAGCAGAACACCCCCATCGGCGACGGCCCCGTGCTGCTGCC
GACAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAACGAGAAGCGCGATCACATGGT
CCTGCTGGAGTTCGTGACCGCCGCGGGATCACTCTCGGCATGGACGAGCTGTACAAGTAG GAATTCA
CG 3'
```

The *psen2* translation start codon S1 (ATG) is in bold, underlined text. Other possible downstream start codons (S2, S3, S4) are in bold text only. Black or blue text indicates successive *psen2* exon sequences.

## psen2S4Ter-EGFP

HindIII BamHI *psen2* 5'UTR *psen2* codons 1-113 (with the 8bp sequence CAGACAGT deleted) EGFP EcoRI

```
5' GAC AAGCTT GGATCC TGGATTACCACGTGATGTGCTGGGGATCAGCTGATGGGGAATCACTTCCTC
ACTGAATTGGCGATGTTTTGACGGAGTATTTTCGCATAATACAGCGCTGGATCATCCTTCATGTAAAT
TCAGTCACATTTAAAGTTTCTCTTC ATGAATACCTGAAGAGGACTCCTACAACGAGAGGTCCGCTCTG
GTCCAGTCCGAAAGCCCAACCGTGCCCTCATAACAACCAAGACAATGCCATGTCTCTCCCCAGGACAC
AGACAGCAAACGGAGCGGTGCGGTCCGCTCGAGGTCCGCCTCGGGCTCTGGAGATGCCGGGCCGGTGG
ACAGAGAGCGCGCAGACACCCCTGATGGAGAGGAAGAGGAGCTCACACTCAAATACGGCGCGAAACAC
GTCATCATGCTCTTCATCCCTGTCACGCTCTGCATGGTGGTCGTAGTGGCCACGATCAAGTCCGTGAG
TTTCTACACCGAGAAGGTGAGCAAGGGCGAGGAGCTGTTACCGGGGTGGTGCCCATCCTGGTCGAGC
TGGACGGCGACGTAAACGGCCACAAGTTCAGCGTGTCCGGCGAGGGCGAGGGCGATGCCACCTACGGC
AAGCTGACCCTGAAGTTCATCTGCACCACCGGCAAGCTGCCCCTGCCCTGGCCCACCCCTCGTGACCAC
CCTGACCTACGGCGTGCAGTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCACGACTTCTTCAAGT
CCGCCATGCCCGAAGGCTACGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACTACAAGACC
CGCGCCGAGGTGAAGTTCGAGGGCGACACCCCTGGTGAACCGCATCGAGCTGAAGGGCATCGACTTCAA
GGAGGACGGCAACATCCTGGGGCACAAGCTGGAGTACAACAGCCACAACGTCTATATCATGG
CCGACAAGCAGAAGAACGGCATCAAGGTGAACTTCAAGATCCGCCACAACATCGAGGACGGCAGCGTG
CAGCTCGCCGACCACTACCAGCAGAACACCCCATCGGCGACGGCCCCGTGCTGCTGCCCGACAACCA
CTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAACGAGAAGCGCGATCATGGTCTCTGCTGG
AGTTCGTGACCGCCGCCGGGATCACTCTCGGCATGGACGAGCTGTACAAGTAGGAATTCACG 3'
```

The *psen2* translation start codon S1 (ATG) is in bold, underlined text. Other possible downstream start codons (S2, S3, S4) are in bold text only. Black or blue text indicates successive *psen2* exon sequences. The putative translation stop codon (TGA) generated by the *S4Ter* mutation downstream of S1 is shown in red text.

### Predicted fusion protein masses for translation beginning at each potential start codon S1-S4:

S1, 39 kDa

S2, 35 kDa

S3, 29 kDa

S4, 28 kDa

EGFP alone, 25 kDa

**S1 Table 1. Expression levels of the wild type *psen2* allele in 25ng total adult brain cDNA**

Numbers represent cDNA copy numbers detected on the QuantStudio™ 3D Digital PCR 20K Chip after processing by QuantStudio™ 3D AnalysisSuite Cloud Software (Life Sciences, Waltham, MA, USA).

| <b>+/+ zebrafish under normoxia</b> | <b><i>psen2</i><sup>S4Ter</sup>/+ zebrafish under normoxia</b> | <b><i>psen2</i><sup>S4Ter</sup>/<i>psen2</i><sup>S4Ter</sup> zebrafish under normoxia</b> |
|-------------------------------------|----------------------------------------------------------------|-------------------------------------------------------------------------------------------|
| 1241.5                              | 696.48                                                         | 2.538                                                                                     |
| 1116.2                              | 658.88                                                         | 2.765                                                                                     |
| 1539.4                              | 793.29                                                         | 3.445                                                                                     |

| <b>+/+ zebrafish under acute hypoxia</b> | <b><i>psen2</i><sup>S4Ter</sup>/+ fish under acute hypoxia</b> | <b><i>psen2</i><sup>S4Ter</sup>/<i>psen2</i><sup>S4Ter</sup> zebrafish under acute hypoxia</b> |
|------------------------------------------|----------------------------------------------------------------|------------------------------------------------------------------------------------------------|
| 1739.8                                   | 893.43                                                         | 2.862                                                                                          |
| 1667.6                                   | 837.51                                                         | 3.562                                                                                          |
| 1925.9                                   | 1280.4                                                         | 0.966                                                                                          |

**S1 Table 2. Expression levels of the *psen2*<sup>S4Ter</sup> allele in 25ng total adult brain cDNA**

Numbers represent cDNA copy numbers detected on the QuantStudio™ 3D Digital PCR 20K Chip after processing by QuantStudio™ 3D AnalysisSuite Cloud Software (Life Sciences, Waltham, MA, USA).

| <b>+/+ zebrafish under normoxia</b> | <b><i>psen2</i><sup>S4Ter</sup>/+ zebrafish under normoxia</b> | <b><i>psen2</i><sup>S4Ter</sup>/<i>psen2</i><sup>S4Ter</sup> zebrafish under normoxia</b> |
|-------------------------------------|----------------------------------------------------------------|-------------------------------------------------------------------------------------------|
| 0.11                                | 818.48                                                         | 832.91                                                                                    |
| 0.364                               | 561.92                                                         | 1144.2                                                                                    |
| 0.108                               | 655.45                                                         | 1204.1                                                                                    |

| <b>+/+ zebrafish under acute hypoxia</b> | <b><i>psen2</i><sup>S4Ter</sup>/+ zebrafish under acute hypoxia</b> | <b><i>psen2</i><sup>S4Ter</sup>/<i>psen2</i><sup>S4Ter</sup> zebrafish under acute hypoxia</b> |
|------------------------------------------|---------------------------------------------------------------------|------------------------------------------------------------------------------------------------|
| 5.432                                    | 940.09                                                              | 1721.5                                                                                         |
| 4.297                                    | 855.15                                                              | 2048.8                                                                                         |
| 4.732                                    | 1289.4                                                              | 1931.8                                                                                         |

**S1 Table 3. Numbers of DoLA neurons in 24 hpf embryos (revealed by *in situ* transcript hybridization against *tbx16* mRNA)**

The number in each cell represents the number of DoLA neurons counted in an individual embryo

| +/+ | <i>psen2</i> <sup>S4Ter</sup> /+ | <i>psen2</i> <sup>S4Ter</sup> / <i>psen2</i> <sup>S4Ter</sup> |
|-----|----------------------------------|---------------------------------------------------------------|
| 20  | 16                               | 19                                                            |
| 23  | 9                                | 20                                                            |
| 22  | 17                               | 18                                                            |
| 17  | 23                               | 27                                                            |
| 17  | 21                               | 22                                                            |
|     | 18                               | 23                                                            |
|     | 22                               | 20                                                            |
|     | 26                               | 17                                                            |
|     | 24                               | 27                                                            |
|     | 23                               | 23                                                            |
|     | 26                               | 17                                                            |
|     | 23                               | 18                                                            |
|     | 18                               | 22                                                            |
|     | 14                               | 20                                                            |
|     | 17                               | 20                                                            |
|     | 16                               | 24                                                            |
|     | 23                               |                                                               |
|     | 17                               |                                                               |
|     | 17                               |                                                               |
|     | 17                               |                                                               |
|     | 16                               |                                                               |

## **S1 Appendix 2. *psen2*<sup>S4Ter</sup> transcript splicing tests**

The *psen2*<sup>S4Ter</sup> allele has an 8 bp deletion in zebrafish *psen2* exon 2 causing a frame shift leading to a premature termination codon. To test whether this mutation affects transcript splicing (possibly skipping the premature termination/stop codon) we performed PCR on cDNA derived from wild type or homozygous mutant 24 hpf embryos.

The diagram below shows the oligonucleotide primer pairs used in the PCRs and their binding sites in *psen2* exons.

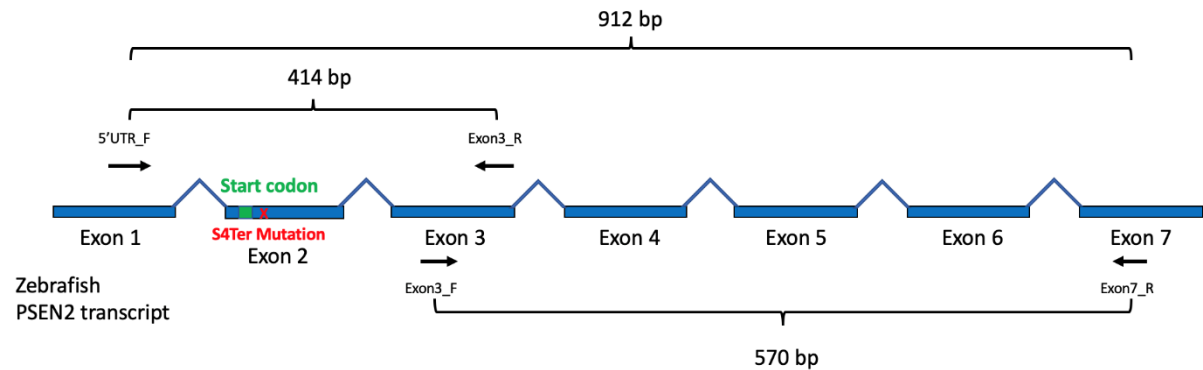

The exons shown above have the following ID codes in Ensembl based on transcript *psen2*-201 with Ensembl ID: ENSDART00000006381.8:

| <i>Psen2</i> exon number | Ensembl ID          |
|--------------------------|---------------------|
| 1                        | ENSDARE000000480737 |
| 2                        | ENSDARE000000116019 |
| 3                        | ENSDARE000000115815 |
| 4                        | ENSDARE000000014141 |
| 5                        | ENSDARE000000101632 |
| 6                        | ENSDARE000000089891 |
| 7                        | ENSDARE000000961856 |

| PCR Primer Name | Sequence                        |
|-----------------|---------------------------------|
| 5'UTR_F         | 5'- TTTTGACGGAGTATTTTCGCAT-3'   |
| Exon3_F         | 5'- CTC TTCATCCCTGT CACGCTCT-3' |
| Exon3_R         | 5'- CTCGGTGTAGAACTGACGGACTT-3'  |
| Exon7_R         | 5'- TTCCACCAGCATCCTCAACG-3'     |

RNA purification, cDNA preparation and PCR conditions are described in the main paper.

## PCR Results

“*Psen2* 5’UTR(exon1)-exon3” used primer 5’UTR\_F paired with Exon3\_R.

“*Psen2* exon3-exon7” used primer Exon3\_F paired with Exon7\_R.

“*Psen2* 5’UTR(exon1)-exon7” used primer 5’UTR\_F paired with Exon7\_R.

PCR products were electrophoresed through a 1.5% agarose gel in 1×TAE buffer for separation and identification.

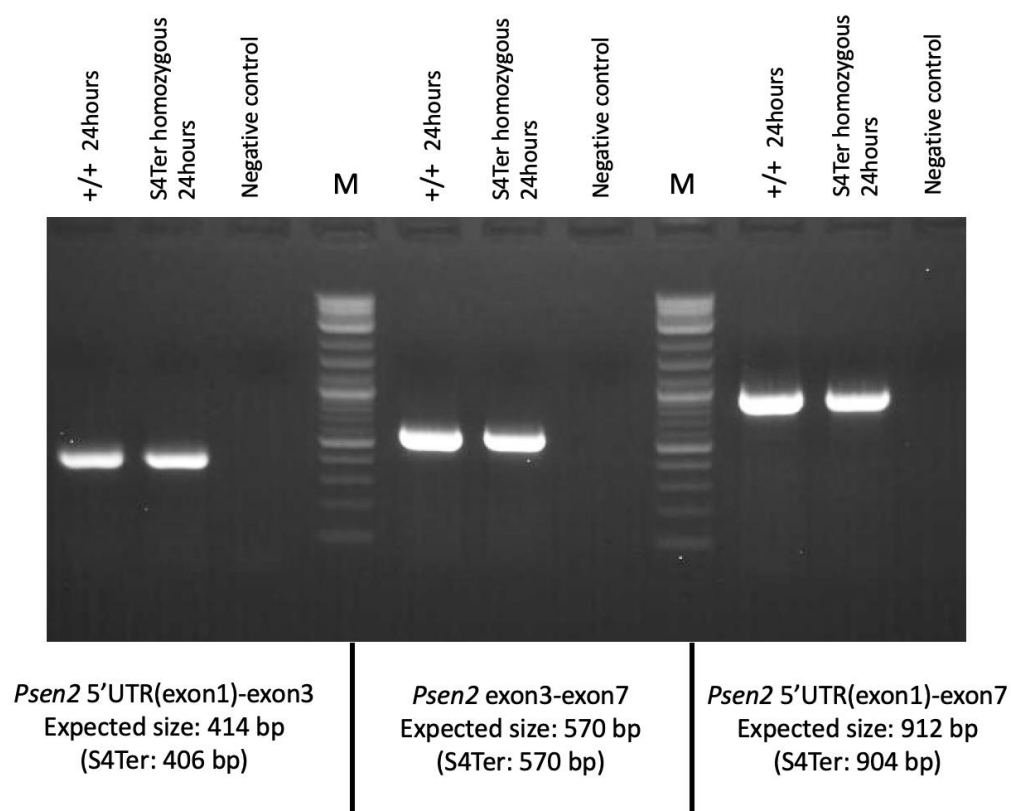

In all three PCR tests, no differences in product (band) sizes are observed for cDNA derived from wild type and *psen2*<sup>S4Ter</sup> homozygous embryos. Thus we did not detect aberrant transcript splicing in the mutants.

# Supplementary material for: Transcriptome analysis indicates dominant effects on ribosome and mitochondrial function of a premature termination codon mutation in the zebrafish gene psen2
**Source:** PLoS One. 2020 Jul 13;15(7):e0232559. doi: 10.1371/journal.pone.0232559

### S3 Raw Images Supplementary Data File.

#### Raw images of western immunoblotting

The raw images used to assemble Fig 4B are shown below. “X” marks blot lanes not included in Fig 4B. Bound antibody was detected by chemiluminescence using SuperSignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific) and imaged by the ChemiDoc™ MP Imaging System (Bio-Rad Laboratories).

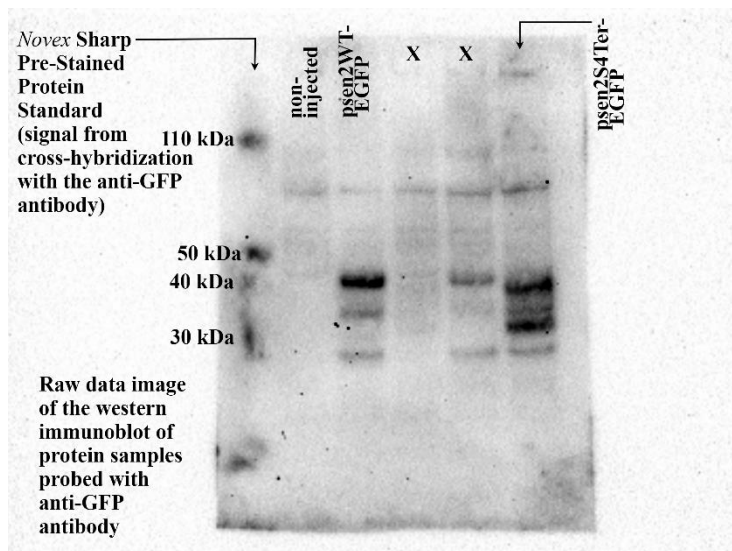

After imaging of protein detected by the anti-GFP antibody, this was stripped from the blot and then the blot was probed with an antibody against Tubulin as a loading control. Some faint bands not consistent with the presence of Tubulin are present where removal of the previous antibody from the blot was incomplete:

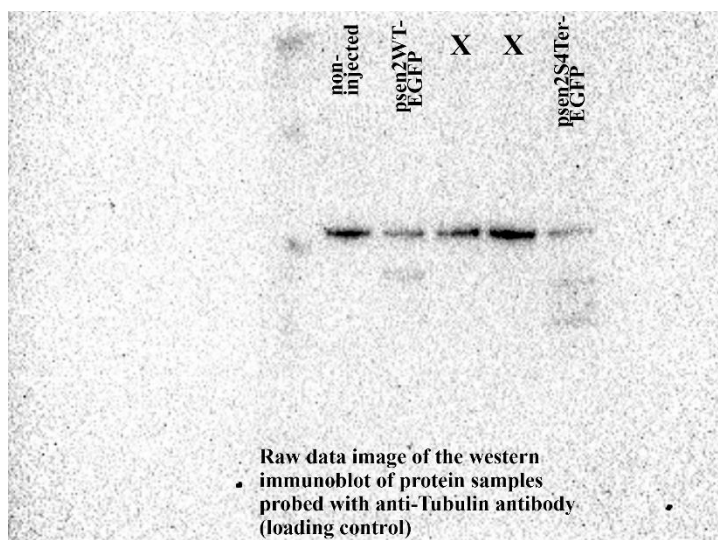

**Supplement:** S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

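RNA-seq counts from the brains of 12 female zebrafish aged 6 months were used, 4 for each of the genotypes WT, Het and Hom, with 1 library per fish. The authors made the deposited counts by trimming with cutadapt, aligning to GRCz11 with STAR and counting with featureCounts against Ensembl gene models. They counted a fragment only when it lay wholly within exons on the reverse strand and had a mapping quality of at least 10. The values are whole-number counts without normalization. The other column used from the deposited table, of the unit other than a count, is the exonic length of each gene as the authors' counting program wrote it. The correction for GC content and length that the authors applied afterwards is not included in the deposited counts. Genotypes came from the sample labels, and all 12 fish were mapped. The labels give no library batch or lane. The column names carry one date, the same for all 12 fish and without a statement of what it dates, and a running number that goes through Het, Hom and WT in turn. Allele-specific counts of *psen2*, which the authors made with kallisto, are not used here because the table adds both alleles.

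Between 11878943 and 17026801 counts were available per fish. A share of all counts therefore has a Wilson interval of at most 0.048 percentage points at 95% confidence, and 3 counts, taken as the floor, amount to 0.176 to 0.253 CPM. Intervals and floors cover counting error only, since the libraries carry no molecular identifiers.

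Genes were kept when CPM exceeded 1.5 in at least 4 fish, after which the mitochondrial rRNA genes were left out, giving 16021 genes. Counts were scaled by TMM normalization and tested with the quasi-likelihood F test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) in a model of the 3 genotypes. The presence of the mutant allele was tested as the mean of Het and Hom minus WT. The prior degrees of freedom were 4.37 and the common biological coefficient of variation was 19.8%. The criteria followed the paper's methods. A gene was DE for the mutant allele at a Bonferroni-adjusted p under 0.01, or at an FDR under 0.01 with a logFC beyond 1 in size. The same criteria were used for Het against WT and Hom against WT, and an FDR under 0.05 for Hom against Het. Gene families were defined by symbol before the counts were available and tested with fry, with Benjamini-Hochberg adjustment over 6 families and both contrasts. The mitochondrially encoded protein genes were taken by their chromosome and biotype, because the GRCz12tu list does not give them the planned symbols. The background of the enrichment test was the tested genes that could be located, and the test was Fisher's exact test. Per-fish measures were compared by two-sided exact permutation tests of means, with Benjamini-Hochberg adjustment over 26 measures. Correlations within the 8 mutant fish used 100000 permutations.

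The count table holds Ensembl identifiers and no symbols. Symbols of single genes came from the paper's S2 File where it lists them. The others came from the order, span and spacing of genes along each chromosome, without strand, compared with a gene list of assembly GRCz12tu. This placed 18795 genes. A pair of spans could differ by at most 0.4 in natural log, up to 12 genes were looked ahead, and runs under 5 genes were dropped. These values were chosen among 9 settings by the share of S2 File genes placed and placed on the same Entrez identifier, which lay between 96.9% and 97.9% over the settings. Membership of a gene family came from gene order alone. Coordinates are those of the table (GRCz11), and none of GRCz12tu are given.

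Genes whose symbol is a clone or cluster number are partly given by their identifier. The genes named are *psen2*, the genes named in the paper's text and in Fig 5C and Fig 6, and the 10 largest changes among DE genes whose 8 mutant values all lay on one side of the 4 WT values. Of Hom against Het, each DE gene would have been named if there were 10 or fewer. A few genes of these groups are not reported here. One gene labelled in Fig 5C, *chia.3*, could not be located in the table. Genes near *psen2*, the mitochondrial genes beyond ATP8 and the most highly counted short gene were named after their values had been seen.

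Alternatives were DESeq2 1.42.0 with its size factors and Wald test, the likelihood-ratio test of edgeR, upper-quartile library sizes, no filter on low counts, a filter of at least 10 counts in every fish, Het against WT alone, the rRNA share as a covariate, a fit of the 8 mutant fish alone, and leaving out each fish in turn. For principal components they were the 500 most variable genes, genes scaled to unit variance and a prior count of 0.5. A length correction was added after the data had been seen, alone and with the likelihood-ratio test. It fits a spline with 5 degrees of freedom of log2 CPM on log length in each fish by median regression with quantreg 6.1. Correction for GC content was not run, because no GC content was given for the genes.

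The procedure was tested on simulated data. Counts for the 16021 genes were drawn from the observed means, dispersions and library sizes with 200 genes changed by 1.5 on the log2 scale in the mutant fish. The quasi-likelihood test recovered 182 of them (91%) with 3 false calls, the likelihood-ratio test 194 with 10 false calls and DESeq2 191 with 10 false calls. With the rRNA share as a covariate 2 were recovered. Of 200 genes changed between Hom and Het, 180 were recovered with 10 false calls, against 191 with 37 false calls by the likelihood-ratio test and 188 with 48 false calls by DESeq2. To compare groupings, the fish were split in other ways into groups of the same sizes, with 100 of the 495 splits of 4 against 8 drawn with a fixed seed and all 35 splits of 4 against 4. Random lists matched on length and expression numbered 10000 per family. Other work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and numba 0.67.0. Values of the dqPCR experiments, the reporter constructs and the embryos have no deposited counts and were not analysed here, except the DoLA neuron counts of the paper's supplementary table.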

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

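The count of splits for the rRNA share, the test of short RNAs in Het 84 and the test of the ratio of ATP8 to ATP6 were chosen only after the result was seen, and so was the likelihood-ratio test for genes near *psen2*. The other tests of explanations in this part were set out before their results were seen.

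The share of counts on rRNA genes was 11.3 percentage points higher in the 8 mutant fish than in the 4 WT fish. The paper describes the rRNA content as variable and does not report it by genotype. Of all possible splits of the fish into groups of 4 and 8, only 1, the real one, gave a difference as large. This follows from the groups not overlapping and adds nothing to the exact permutation test. The share of the other counts on mitochondrially encoded protein genes did not differ between mutant and WT fish (exact permutation test, p = 0.873). The mean log2 CPM of the same 13 genes was 0.34 higher in mutants (exact permutation test, p = 0.0323, adjusted p = 0.0560 over 26 measures), so a rise of mitochondrial RNA is not excluded. Total counts did not differ detectably (exact permutation test, p = 0.0707), although the mutant fish had the larger mean. With each fish left out in turn the difference stayed between 10.0 and 12.9 percentage points. The paper presumes somewhat inefficient depletion of zebrafish rRNA. Depletion was not measured and the labels give no library batch. The running numbers of the samples follow genotype, with WT last, so an order of handling would coincide with genotype. A difference in depletion between the WT and mutant libraries cannot be told apart from a difference between the genotypes.

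Het 84 stood apart from the other Het fish. Its share of counts on *mt-rnr2* was 13.2%, against 20.0% to 21.2% in the other Het fish, a gap that is 0.853 of the range of the group. This exceeds Dixon's critical value for 4 samples. Over 66 groups (22 measures in 3 genotypes) 2 such gaps were found, and chance gives 3.3. Genes under 500 bp took 20.5% of the counts outside rRNA in Het 84, and 11.6% in the next highest fish. A larger yield of short RNAs in this library is thus a candidate explanation for its position, but the test shows only that both occur in the same library. ENSDARG00000087732, a gene of 298 bp with a single exon on chromosome 3, alone took 15.1% of the counts outside rRNA in Het 84. No biological explanation was tested for a single fish.

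Among the genes tested within 10 Mb of *psen2*, 14 of 267 (5.24%) were DE for the presence of the mutant allele, against 392 of 15754 elsewhere (2.49%), a ratio of 2.11 (Fisher's exact test, two-sided, p = 0.00936). The paper does not discuss this region. The genes include *olfm2b*, *si:dkey-22n8.3*, *cbr1*, *stn1*, *cryzl1*, *il15* and *dnajb1b*. Within 5 Mb it was 10 of 156 (6.41%, Fisher's exact test, p = 0.00647), and over the whole chromosome 20 of 690 (2.90%, Fisher's exact test, p = 0.534). The share in windows of the same width on the other chromosomes reached or exceeded 5.24% in 0.0191 of 15083 overlapping windows, with a median of 2.45%. Clustering of this size was therefore uncommon elsewhere. Of the 100 splits of the fish, 1, the real one, gave as small a p, but the other splits gave too few DE genes for this comparison to be informative. The siblings carrying the mutation share the chromosome around it, so linked variants may change nearby genes in cis, in which case Hom would show a larger change than Het. The median ratio of the Hom to the Het change was 0.982 near *psen2* and 0.887 in the other DE genes (permutation test, two-sided, p = 0.101), and 6 of the 14 genes had the larger change in Hom. They include *si:dkey-22n8.3* (Hom to Het ratio 1.62) and *olfm2b* (1.33), the largest changes in the region, as well as *stn1* (1.37) and *dnajb1b* (1.71). The test does not show a larger change in Hom for the region as a whole, and with so few genes it does not exclude one for single genes. With the likelihood-ratio test, chosen after seeing the data, 33 genes in the region were DE (ratio 2.09, Fisher's exact test, p = 7.92e-05), and 31 with length correction as well (Fisher's exact test, p = 0.000155). Without WT 88 it was 26 genes (Fisher's exact test, p = 8.21e-05), and without WT 86 it was 5 (Fisher's exact test, p = 0.196). The excess was thus found under most settings, and its cause is not known.

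The counts of the overlapping mitochondrial genes ATP8 (8894 to 9058 on the mitochondrial genome) and ATP6 (9052 to 9735) changed in opposite directions. The log2 ratio of ATP8 to ATP6 counts was -7.36 ± 2.13 (SD, n = 4) in WT and -3.87 ± 0.19 (SD, n = 8) in mutant fish, a difference of 3.49. The paper does not discuss these genes. The ratio differed between mutant and WT fish (two-sided exact permutation test, p = 0.00202, the smallest possible). A change of mitochondrial RNA as a whole would leave it the same, but the ratio was chosen because the genes had changed in opposite directions, so this is not a separate test of that explanation. The logFC of ATP8 was 2.30 and that of ATP6 was -0.54. Among other short mitochondrial genes, ND3 (351 bp) had 1.29 and ND4L (297 bp) had -0.76, so the changes do not follow length alone. ATP8 covers 165 bp and a fragment had to lie wholly within it to be counted, so its count rests on short fragments. Fragment lengths are not in the deposited counts, and an explanation by fragment length or by the overlap of the genes was not tested. When the rRNA share was a covariate, the ATP8 logFC was -0.66.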

How the results depend on the processing

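The alternatives were set before the data were examined, except the length correction, alone and with the likelihood-ratio test, and the likelihood-ratio test for genes near *psen2*, which were chosen after seeing the data. Where a value below changed, the cause was not tested.

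The number of DE genes for the mutant allele, 406, became 1132 with DESeq2, 966 with the likelihood-ratio test, 914 with length correction and that test, and 0 with the rRNA share as a covariate (1188 genes at an unadjusted p under 0.05). It stayed between 369 and 508 under the 5 other alternatives that used all fish. The genes higher in mutants were 245 of 406, 519 of 1132 with DESeq2, 437 of 966 with the likelihood-ratio test, 166 of 369 with length correction and 372 of 914 with both. In Het against WT they were 335 of 508, 532 of 981 with DESeq2 and 502 of 870 with the likelihood-ratio test. They were 209 of 413 with length correction and 362 of 740 with both. In the same order, Hom against WT gave 99 of 178, 242 of 529, 227 of 454, 87 of 185 and 207 of 468. DE genes of Het against WT, 508, became 981 with DESeq2, 870 with the likelihood-ratio test and 0 with the covariate (1245 unadjusted). DE genes of Hom against WT, 178, became 529, 454 and 0 (1146 unadjusted), and 468 with length correction and the likelihood-ratio test. Hom against Het rose from 0 (607 unadjusted) to 9 with DESeq2, 9 with the likelihood-ratio test and 9 with that test and length correction. Across the 12 fits that each left out one fish, the counts ranged from 161 (without WT 86) to 680 (without WT 88) for the mutant allele, from 137 to 815 for Het against WT and from 11 to 424 for Hom against WT. Hom against Het stayed at 0 in all 12, with 398 to 1010 genes at an unadjusted p under 0.05. In simulated counts the covariate model recovered 1% of changed genes, so its counts of 0 do not show that changes are absent.

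With the rRNA share as a covariate the mean logFC of the gene families for the mutant allele was 0.66 for ribosomal proteins, 0.28 for oxidative phosphorylation, 0.17 for mitochondrial ribosomal proteins, 0.21 for anion transporters and 0.22 for xenobiotic-metabolising enzymes, none past an adjusted p of 0.05, and -0.092 for mitochondrially encoded proteins. The low power of that model applies here too. With length correction mitochondrial ribosomal proteins fell to 0.14 (adjusted p = 0.0833 from fry with edgeR, 0.0351 without correction) and mitochondrially encoded proteins reached -0.014 (0.079 for Hom against Het). For Hom against Het, anion transporters were -0.031 with at least 10 counts in every fish, -0.066 without a filter and -0.0042 with length correction, and xenobiotic-metabolising enzymes were 0.15 without a filter. Leaving out each fish in turn gave 0.52 to 0.72 for ribosomal proteins, 0.50 to 0.70 for oxidative phosphorylation and 0.23 to 0.33 for mitochondrial ribosomal proteins, with 3, 3 and 7 of the 12 fits no longer past the threshold. For Hom against Het it gave -0.022 to 0.032 for anion transporters and -0.056 to 0.020 for xenobiotic-metabolising enzymes. The other family results kept their direction and their side of the threshold in these fits. The families had no fit with DESeq2 or the likelihood-ratio test, which fry does not use.

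No alternative fit brought the *psen2* logFC past a threshold, while its unscaled counts differed (exact permutation test, p = 0.0182, adjusted p = 0.0394). PC1 of the 500 most variable genes carried 25.3% and did not separate the genotypes (exact permutation test, p = 0.251). The ratio of DE genes near *psen2* was 1.15 for the whole chromosome (Fisher's exact test, p = 0.534), 2.09 with the likelihood-ratio test (Fisher's exact test, p = 7.92e-05) and 1.90 to 2.57 with each fish left out (Fisher's exact test, p from 8.21e-05 to 0.196). The rRNA difference was -1.64e-06 points over nuclear rRNA genes alone. Without 1 fish, Hom minus Het of the rRNA share ranged from -0.997 to 0.529 points, with values above 0 in the fits without Het 81 (0.529), Hom 82 (0.370) and Hom 85 (0.138). The ATP8 logFC was -0.66 with the covariate and 1.58 with length correction (FDR 0.0207 from edgeR). Leaving out each fish in turn left its FDR above 0.01 in 10 of 12 fits, and that of U5 in 6 of 8.

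Of the single genes and smaller results, 28 of 56 were weaker with the covariate, 25 of 56 stronger with DESeq2, 23 of 56 stronger with the likelihood-ratio test, 8 weaker and 6 stronger of 57 with length correction, and 3 weaker and 7 stronger of 49 for Het against WT alone. With upper-quartile library sizes, the stricter filter or no filter, 4 of 57, 4 of 51 and 5 of 57 became stronger.

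Corrections for GC content were not run, because no GC content was given. No paired analysis was possible because each fish number occurs in a single genotype. The counts of nuclear rRNA genes lie under the floor of 3, and their rRNA content cannot be measured from these counts, which hold unique alignments only. Why they are so low was not tested.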

Differences from the paper's values

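The paper's number of DE genes for the presence of the mutant allele is 615, and 406 were found here. The paper's model had a term for the mutant allele and a further term for the difference between the mutant genotypes. The paper's logFC in S2 File had a higher correlation (Pearson) with Het against WT (0.969) than with the mean of Het and Hom (0.959). The paper's contrast may therefore be Het against WT, and not the mean of Het and Hom minus WT tested here. Of the alternatives set before the data were examined, Het against WT alone (508) and no filter on low counts (433) came within 1.5 times of the paper's value, as did the fits without WT 88 (680) and without WT 95 (442). Het against WT also did so with the likelihood-ratio test (870), upper-quartile library sizes (508), no filter (513) and the stricter filter (532), but not with DESeq2 (981) or the covariate (0, with 1245 at an unadjusted p under 0.05). The likelihood-ratio test (966), DESeq2 (1132), upper-quartile library sizes (401), the stricter filter (389), the rRNA share as a covariate (0, with 1188 at an unadjusted p under 0.05) and the other fits with a fish left out did not. Length correction with the likelihood-ratio test, chosen after seeing the values, gave 914, which is within 1.5 times, and length correction alone gave 369. For Het against WT the same corrections, also chosen after seeing the values, gave 740 with the likelihood-ratio test and 413 without it, both within 1.5 times.

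The paper's number of DE genes between Hom and Het is 7, and 0 were found here, with 607 at an unadjusted p under 0.05. The likelihood-ratio test (9) and DESeq2 (9) closed the gap, and so did length correction with the likelihood-ratio test (9), chosen after seeing the values. The remaining alternatives and the fits with a fish left out gave 0 and did not. Of the paper's 7 genes, DESeq2 called 7, the likelihood-ratio test 6, and the latter with length correction, chosen after seeing the values, 6. The likelihood-ratio test also called ENSDARG00000088908, *col12a1b* and *rbp2a*, which the paper does not plot.

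Of the 40 genes in Fig 6A, 18 had a logFC for the mutant allele that differed from the paper's in S2 File by more than the spread between fish. The logFC here was the mean of Het and Hom minus WT, which may not be the paper's contrast. In 14 of the 18 the size was smaller here, as it was in 27 of the 40. The gap was closed by none of the alternatives set before the data were examined for 9 genes. These were ENSDARG00000004187 (0.99 against the paper's 1.42), *spen* (-0.64 against the paper's -0.82), *nhsl2* (-0.65 against the paper's -0.89), *hnrnpd* (-0.62 against the paper's -0.96), *cbr1* (2.00 against the paper's 1.62), CABZ01061349.1 (-0.66 against the paper's -1.19), *ccdc50* (-0.52 against the paper's -0.77), *si:dkey-33c12.4* (-0.44 against the paper's -1.08) and *cdk19* (-0.95 against the paper's -2.18).

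For 6 genes the gap was closed by Het against WT alone. These were *tsc22d3* (0.95 here, 1.15 in Het alone, 1.21 the paper's value), ENSDARG00000075706 (-1.05 here, -1.11 in Het alone, -1.32 the paper's value), *glulb* (1.10 here, 1.28 in Het alone, 1.40 the paper's value), *rpl3* (0.83 here, 0.99 in Het alone, 1.26 the paper's value), *cipca* (-1.15 here, -0.96 in Het alone, -0.97 the paper's value) and *fmn2a* (-0.60 here, -0.76 in Het alone, -0.83 the paper's value). The rRNA share as a covariate also closed it for *tsc22d3*, *cipca* (-1.01) and *fmn2a* (-0.72). For ENSDARG00000075706 the gap only just exceeds the spread between fish, and with DESeq2 the value, also -1.05, falls just within it. Fits with a fish left out closed it in 1 of 12 for *tsc22d3*, 5 of 12 for ENSDARG00000075706 and 2 of 12 for *glulb*. The other alternatives did not.

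For the last 3 genes only a single fit with a fish left out closed the gap among those set before the data were examined. *myt1b* had -1.17 against the paper's -0.88, and -1.06 without WT 86. BX470259.1 had -0.90 against the paper's -1.13, and -0.97 without WT 88. SNORA70 had 3.33 against the paper's 2.30, and 2.96 without WT 86. Length correction, chosen after seeing the values, also closed it for BX470259.1 (-1.05) and SNORA70 (2.39).

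The paper calls all 40 genes of Fig 6A, and 20 of them met the same criteria here. Of the other 20, DESeq2 called 18, the likelihood-ratio test 17, Het against WT alone 7, no filter 5, the stricter filter 4 and upper-quartile library sizes 4. Chosen after seeing the values, length correction called 6 and length correction with the likelihood-ratio test 17. In all, 19 of the 20 were called under at least one of these settings, and *si:dkey-33c12.4* under none. Of the 546 tested genes that the paper marks as DE in the readable part of S2 File, 239 were DE here, 374 with the likelihood-ratio test, 360 with length correction and that test, and 414 with that test for Het against WT, the last 2 chosen after seeing the values.

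The paper states that differences between Hom and Het lie in similar functions to those between mutant and WT brains and are more extreme. Here the Hom means of ribosomal proteins and oxidative phosphorylation lay closer to WT than the Het means, with a logFC of Hom against Het of -0.37 and -0.32 and adjusted p values of 0.221 for both (fry with edgeR). The paper places the differences between Hom and Het around oxidative phosphorylation and mitochondrial function, and none of the 6 families tested passed an adjusted p of 0.05 between them here.

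Values of the paper that did not differ by these criteria were the share of variance on PC1 and PC2, the number of genes kept and the range of total counts.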

Other observations

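The tests of the rRNA share within WT and within the mutants, the use of the covariate fit and its simulated recovery to test the rRNA share as an explanation, the length correction and the per-fish comparison of short with long genes were chosen only after the result was seen or without being set out beforehand. The covariate fit itself was among the alternatives set before the data were examined. The splits of the fish and the matched lists were set out before their results were seen.

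The grouping by genotype was compared with other splits of the same fish. For the mutant allele, 1 of the 100 splits, the real one, gave as many DE genes. Of the 99 other splits 93 gave 0 DE genes and none gave more than 2, although one of them had 2608 genes with an FDR under 0.05. For Het against WT and for Hom against WT, 1 of the 35 splits each, the real one, gave as many. For Hom against Het, 35 of the 35 splits gave as many, since the real one gave 0 (607 at an unadjusted p under 0.05). For the mutant allele a set p as small was given by 1 of the 100 splits for ribosomal proteins, 2 of the 100 splits for oxidative phosphorylation, 5 of the 100 splits for mitochondrial ribosomal proteins, 42 of the 100 splits for mitochondrially encoded proteins, 1 of the 100 splits for anion transporters and 1 of the 100 splits for xenobiotic-metabolising enzymes. For Hom against Het it was given by 5, 7, 6, 25, 35 and 21 of the 35 splits in the same order. The results for mitochondrially encoded proteins, and those of Hom against Het in the 6 families, are thus not set apart from other groupings of the fish. For mitochondrial ribosomal proteins the measures disagree. The set p was not set apart by the splits, but the per-fish mean differed between mutant and WT fish (two-sided exact permutation test, p = 0.0182, adjusted p = 0.0394).

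A hypothesis is that whatever made the rRNA share differ between libraries also changed other genes, which would add to the DE genes. The rRNA share differs between WT and mutant fish without overlap, so the comparison of genotypes alone cannot separate them. If it were so, genes that follow the share among fish of the same genotype would show changes in the same direction in mutants. Within WT the correlation across genes was 0.575, the highest of 24 orderings, a share of 0.0417 and the smallest possible. This is what the hypothesis predicts, and with 4 fish it rests on the smallest p available. Within Het and Hom the correlation was 0.110, and a share of 0.174 of the orderings gave one as high, which does not show the relation. The shares within the mutants cover a narrower range (31.3% to 35.5%) than within WT (17.9% to 26.4%). As a covariate the share could not be tested, since that model recovered 1% of the simulated changed genes. The DE genes for the mutant allele may therefore include genes that follow the rRNA share, and the data do not say how many.

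Short genes were higher in mutants than long ones. Of the 100 splits of the fish, 27 gave a correlation of length and logFC as far from 0, so by this measure the trend is not set apart from other groupings. The change of the shortest genes minus that of the longest in each fish did differ between mutant and WT (two-sided exact permutation test, p = 0.0121), so the measures disagree on whether the trend goes with genotype. To see whether length and expression account for the gene families, 10000 random lists matched on both were drawn for each. For ribosomal proteins and for oxidative phosphorylation a share of 1e-04, the smallest these lists can give, had a mean logFC as high. The highest means of the lists were 0.40 and 0.46, under the 0.65 and 0.59 of the families. Length and expression therefore do not account for these 2 families in full. For mitochondrial ribosomal proteins the share was 0.00860, but the highest mean of the lists, 0.37, exceeded the 0.28 of the family, and length correction left an adjusted p of 0.0833 (fry with edgeR). An effect of length on that family is not excluded. For anion transporters and for xenobiotic-metabolising enzymes the share was also 1e-04, but under 80% of each family could be located, so this check is void for them. With length correction their mean logFC was 0.28 (adjusted p = 0.000465) and 0.34 (adjusted p = 0.00111), both from fry with edgeR. For the located genes of these families, this argues against gene length as the whole cause. GC content was not given and could not be tested, and none of these family results can be told apart from the rRNA share, so none is called biological here.

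ENSDARG00000087732, which has no symbol by either route, took between 1.74% and 15.1% of the counts outside rRNA and had a logFC of 1.12 for the mutant allele (SE 0.34, FDR 0.0237 from edgeR's quasi-likelihood test).

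The paper's supplementary table of DoLA neurons per embryo holds 5 WT, 21 Het and 16 Hom embryos, with the paper's values averaging 19.8 ± 2.77 (SD, n = 5), 19.2 ± 4.32 (SD, n = 21) and 21.1 ± 3.15 (SD, n = 16) neurons. Computed from the paper's values, Hom minus WT was 1.26 neurons (two-sided exact permutation test, p = 0.470), and 0 for the medians (exact permutation test, p = 1). With each WT embryo left out in turn it lay between 0.56 and 2.06.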
